# Synergistic Effects of Fructose and Food Preservatives on Metabolic Dysfunction-Associated Steatotic Liver Disease (MASLD): From Gut Microbiome Alterations to Hepatic Gene Expression

**DOI:** 10.3390/nu16213722

**Published:** 2024-10-30

**Authors:** Tomas Hrncir, Eva Trckova, Lucia Hrncirova

**Keywords:** non-alcoholic fatty liver disease (NAFLD), fructose, food additives, gut microbiome, mycobiome, hepatic gene expression, intestinal permeability, inflammation

## Abstract

**Background/Objectives**: Metabolic dysfunction-associated steatotic liver disease (MASLD) is a growing global health problem closely linked to dietary habits, particularly high fructose consumption. This study investigates the combined effects of fructose and common food preservatives (sodium benzoate, sodium nitrite, and potassium sorbate) on the development and progression of MASLD. **Methods**: We utilized a human microbiota-associated mouse model, administering 10% fructose with or without preservatives for 11 weeks. Liver histology, hepatic gene expression (microarray analysis), biochemical markers, cytokine profiles, intestinal permeability, and gut microbiome composition (16S rRNA and Internal Transcribed Spacer (ITS) sequencing) were evaluated. **Results**: Fructose and potassium sorbate synergistically induced liver pathology characterized by increased steatosis, inflammation and fibrosis. These histological changes were associated with elevated liver function markers and altered lipid profiles. The treatments also induced significant changes in both the bacterial and fungal communities and disrupted intestinal barrier function, leading to increased pro-inflammatory responses in the mesenteric lymph nodes. Liver gene expression analysis revealed a wide range of transcriptional changes induced by fructose and modulated by the preservative. Key genes involved in lipid metabolism, oxidative stress, and inflammatory responses were affected. **Conclusions**: Our findings highlight the complex interactions between dietary components, gut microbiota, and host metabolism in the development of MASLD. The study identifies potential risks associated with the combined consumption of fructose and preservatives, particularly potassium sorbate. Our data reveal new mechanisms that are involved in the development of MASLD and open up a new avenue for the prevention and treatment of MASLD through dietary interventions and the modulation of the microbiome.

## 1. Introduction

Metabolic steatotic liver disease (MASLD) is a rapidly growing global health problem characterized by an excessive accumulation of fat in the liver in the absence of significant alcohol consumption. Recently, the term “metabolic dysfunction-associated steatotic liver disease” (MASLD) has been proposed to replace MASLD to better reflect the metabolic nature of the disease [1]. We will use this updated terminology throughout this manuscript. The global prevalence of MASLD is estimated to be 24% and rising, with the highest rates reported in the Middle East and South America [2]. MASLD encompasses a spectrum of conditions ranging from simple steatosis to non-alcoholic steatohepatitis (NASH), which can progress to fibrosis, cirrhosis, and hepatocellular carcinoma [3]. The disease is closely associated with symptoms of metabolic syndrome, including obesity, insulin resistance, and dyslipidemia [4].

The pathogenesis of MASLD is complex and multifactorial, involving interactions between genetic, environmental, and metabolic factors [5]. However, there is increasing evidence that the gut microbiota play a critical role in the development and progression of MASLD [6]. Alterations in gut microbial composition and function, known as dysbiosis, have been consistently observed in patients with MASLD [7]. These changes are characterized by reduced microbial diversity, shifts in the balance of beneficial and harmful bacteria, and altered microbial metabolic activities [8]. Recent research has highlighted the importance of environmental factors, particularly diet, in shaping the gut microbiome and influencing the pathogenesis of MASLD [9,10]. Of particular concern is the increased consumption of fructose and food additives in modern diets. Fructose, a major component of high-fructose corn syrup and sucrose, has been implicated in inducing gut dysbiosis, increasing intestinal permeability, and directly affecting liver metabolism [11]. Similarly, certain food additives have been shown to alter gut microbial communities and potentially exacerbate MASLD [12,13,14].

The gut–liver axis, a bidirectional communication system between the gastrointestinal tract and the liver, plays a critical role in the pathophysiology of MASLD [5]. The disruption of this axis, through increased intestinal permeability and the translocation of bacterial products, can lead to chronic low-grade inflammation and metabolic dysfunction in the liver [15]. Understanding the complex interplay between dietary factors, gut microbiota, and host metabolism is essential for the development of effective strategies for the prevention and treatment of MASLD [16].

This study aimed to investigate the combined effects of fructose and common food preservatives on the development and progression of MASLD. Our approach was to use a complex array of methods, including histological, biochemical, immunological, metataxonomic (16S rRNA and ITS sequencing), and genomic analyses, to elucidate the underlying mechanisms by which these dietary components affect gut microbiota composition, intestinal barrier function, and liver physiology. Our findings may provide new insights into the pathogenesis of MASLD and enable the development of novel preventive and therapeutic approaches targeting the diet–gut–liver axis.

## 2. Materials and Methods

### 2.1. Experimental Animals

Wild-type C57BL/6 mice were obtained from Jackson Laboratories and maintained under specific pathogen-free conditions. Germ-free C57BL/6 mice were generated and maintained in flexible film isolators in our gnotobiotic facility. Human gut microbiota-associated mice were generated by colonizing germ-free mice with a fecal sample obtained from a healthy human donor after appropriate informed consent and screening procedures. These mice were then bred in the facility for several generations to establish stable colonization. All mice were maintained on a 12 h light/dark cycle with ad libitum access to food and water. Both the mice in the breeding colonies and the experimental mice were fed a standard breeding diet (Cat. No. V1124, ssniff, Soest, Germany). For the experiments, all mice from the breeding colony that met the age criteria (3 weeks old) were included in the study. No animals were excluded from the analysis. The experimental mice were randomly assigned into five groups (water (control), fructose, fructose + benzoate, fructose + nitrite, and fructose + sorbate) and kept in airtight cages with high positive pressure and HEPA filters. Each group consisted of eight mice and the sexes were evenly divided. To minimize potential confounding factors, the order of treatments and measurements was randomized across groups. Humane endpoints were not established because the study procedures were not expected to cause significant pain or distress. Animals were monitored daily for general health and well-being. At the end of the study, mice were euthanized by cervical dislocation under isoflurane anesthesia. Animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee and conducted in accordance with institutional guidelines.

### 2.2. Fructose and Preservative Supplementation

To induce MASLD, 10% fructose (*w*/*v*) was administered starting at 3 weeks of age for 11 weeks. The 11-week treatment period was chosen based on preliminary data showing sufficient development of MASLD symptoms in our mouse model. This time frame is consistent with the literature reporting MASLD development after 8–16 weeks of high-fructose diet feeding. Starting treatment at 3 weeks of age allowed us to cover the transition from adolescence to early adulthood (14 weeks of age at the end of experiment), a critical period for metabolic disease development. This duration balanced disease progression with efforts to minimize prolonged stress to animals. Fructose (Cat. No. F0127, Merck, Rahway, NJ, USA) was given ad libitum in the drinking water. The preservatives, namely sodium benzoate (E211; Cat. No. 71300, Merck), sodium nitrite (E250; Cat. No. 237213, Merck), and potassium sorbate (E202; Cat. No. 85520, Merck), were administered together with the fructose. Exposure to the preservatives, normalized to mouse body weight and water consumption, was adjusted to the estimated maximum daily intake of the additives in the European population (source: Report from the Commission on Dietary Food Additive Intake in the European Union, https://publications.europa.eu, accessed on 12 March 2023). These were 4.8 mg/kg bw/day for benzoate, 0.36 for nitrite, and 19.0 for sorbate. All solutions were freshly prepared each week and kept refrigerated until use.

### 2.3. Histological Sample Preparation and Staining

Liver tissue samples were fixed in 10% neutral buffered formalin, dehydrated through a graded ethanol series, cleared in xylene substitute (Neo-Clear, Merck), and embedded in paraffin according to standard protocols. Sections were cut at 5 μm thickness and mounted on glass slides. H&E staining was performed according to standard procedures. Briefly, sections were deparaffinized, rehydrated, stained with Mayer’s hematoxylin, counterstained with eosin, dehydrated, cleared, and mounted. Masson’s trichrome staining was performed according to the manufacturer’s protocol (Diapath S.p.A., Martinengo, Italy). The deparaffinized and rehydrated sections were stained with Weigert’s iron hematoxylin for 10 min, followed by picric acid solution for 4 min. The sections were then stained with Biebrich’s scarlet acid fuchsin for 4 min and differentiated in phosphomolybdic acid solution for 10 min. Finally, the sections were counterstained with aniline blue for 4 min, dehydrated through a graded series of ethanol, cleared, and mounted. This procedure stains nuclei black, muscle fibers and cytoplasm red, and collagen fibers blue. All histological slides were evaluated by an experienced histopathologist in a blinded manner.

### 2.4. Biochemical Analyses

The plasma levels of liver enzymes and lipids were measured using commercially available kits from Merck (Rahway, NJ, USA). Alanine aminotransferase (ALT) activity was measured using the ALT Activity Assay Kit (Cat. No. MAK052, Merck, Rahway, NJ, USA). Aspartate aminotransferase (AST) activity was measured using the AST Activity Assay Kit (Cat. No. MAK055, Merck, Rahway, NJ, USA). Alkaline phosphatase (ALP) activity was measured using the ALP Activity Assay Kit (Cat. No. MAK447, Merck, Rahway, NJ, USA). Triglyceride levels were quantified using the Triglyceride Quantification Assay Kit (Cat. No. MAK266). Total and free cholesterol levels were determined using the Cholesterol Quantitation Kit (Cat. No. MAK043, Merck, Rahway, NJ, USA). All assays were performed according to the manufacturer’s instructions. Absorbance measurements were recorded using a SPECTROstar Nano microplate reader (BMG LABTECH, Ortenberg, Germany). Standard curves were generated for each assay to calculate the concentrations of the respective analytes in the plasma samples.

### 2.5. Oral Administration of FITC–Dextran and Measurement of Plasma Fluorescence to Determine Intestinal Permeability

Intestinal permeability was determined in vivo using FITC-labeled dextran (4 kDa, Merck). Mice were fasted for 4 h before the oral administration of 200 μL FITC–dextran solution (50 mg/mL in PBS) per 20 g body weight. After 4 h, mice were briefly anesthetized with isoflurane to minimize pain and distress. Blood was then collected from the submandibular vein and allowed to clot for 30 min at room temperature. Plasma was separated by centrifugation at 2000× *g* for 10 min at 4 °C. Plasma samples were diluted with PBS (35 μL plasma in 175 μL PBS) and fluorescence was measured using a Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA, USA) with blue excitation at 470 nm and green emissions at 510 and 580 nm. A standard curve was generated via the serial dilution of FITC–dextran in a mixture of plasma and PBS (17% plasma in PBS) to determine the final concentration of FITC–dextran in the plasma samples. Higher concentrations of FITC–dextran in plasma indicate increased intestinal permeability.

### 2.6. Sequencing of the 16S rRNA Gene and the Internal Transcribed Spacer (ITS) Amplicon and Bioinformatic Analysis

The composition of the microbial community was analyzed by sequencing the 16S rRNA gene and the ITS amplicon. DNA was extracted using the QIAamp PowerFecal DNA Kit (QIAGEN, Hilden, Germany). Amplicon libraries targeting the V3-V4 region of the 16S rRNA gene (341f—806bR primers) and the ITS1 region (ITS1F—ITS2 primers) were prepared. The libraries were sequenced on the Illumina MiSeq platform (2 × 300 bp) using MiSeq reagent V3 (Illumina, San Diego, CA, USA).

Bioinformatic analysis was performed using QIIME 2 version 2024.5 [17]. Raw reads were demultiplexed and the raw read quality was visualized using FastQC version 0.12.1 [18]. Primer sequences were trimmed using cutadapt version 4.5 [19]. Reads were denoised, chimeras were removed, and amplicon sequence variants (ASVs) were identified using the DADA2 version 1.28 workflow [20]. For 16S data, a multiple sequence alignment was performed using MAFFT version 7.520 [21] and a phylogenetic tree was constructed using FastTree 2.1.11 [22].

Taxonomy was assigned to ASVs using a naive Bayes classifier trained on the SILVA database release 138 for 16S [23] or the UNITE database version 9.0 for ITS. Unassigned ASVs and contaminants of mitochondrial and chloroplast origin were removed. Alpha diversity metrics, including Shannon’s diversity index, observed ASVs, Faith’s phylogenetic diversity (for 16S only), and Pielou’s evenness, were calculated after rarefaction. Beta diversity metrics, including Jaccard distance, Bray–Curtis dissimilarity, unweighted UniFrac, and weighted UniFrac (for 16S only), were calculated to compare community composition between sample groups. Differential abundance analysis was performed using ANCOM-BC2 version 1.2.0 [24] with a significance threshold of W-statistic > 0.7 and FDR-adjusted *p*-value < 0.05. Taxonomic composition was visualized using interactive stacked bar plots. Additional statistical analyses and data visualization were performed using R version 4.1.0 [25] in RStudio version 2024.04.2 [26].

### 2.7. Cell Isolation and Culture

Harvested tissues (spleen, mesenteric lymph nodes, and liver) were placed in separate tissue culture dishes containing cold PBS. Each tissue was gently disrupted into a single cell suspension using the plunger of a 2 mL syringe. The resulting suspensions were filtered through 70 μm cell strainers (BD Biosciences, Franklin Lakes, NJ, USA) and washed twice with PBS via centrifugation at 400× *g* for 5 min at 4 °C. Red blood cells were lysed with ACK lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA, pH 7.2) for 5 min at room temperature, followed by two washes with PBS. Liver cell suspensions were further purified by gradient centrifugation on 33% Percoll (GE Healthcare) at 500× *g* for 20 min at room temperature without break. The interface containing lymphocytes was collected and washed twice with PBS. Isolated cells were resuspended in complete RPMI-1640 medium supplemented with 10% heat-inactivated fetal bovine serum (FBS), 2 mM L-glutamine, 100 U/mL penicillin, and 100 μg/mL streptomycin. Cells were cultured at a density of 1 × 10^6^ cells/mL in 24-well plates and stimulated with phorbol 12-myristate 13-acetate (PMA, 20 ng/mL) and ionomycin (500 ng/mL) for 5 h at 37 °C in a humidified incubator with 5% CO_2_.

### 2.8. Cytokine Profiling by ELISA

Cytokine levels were measured in cell supernatants using ThermoFisher ELISA kits (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocols. The cytokines quantified included IFNγ, TNFα, IL-6, IL-10, and IL-17A. Briefly, 96-well plates were coated overnight at 4 °C with 100 μL/well of capture antibody diluted in coating buffer. After three washes with wash buffer (PBS + 0.05% Tween-20), the plates were blocked with 200 μL/well assay diluent for 1 h at room temperature. Standards and samples were diluted in assay diluent as needed and 100 μL was added to the appropriate wells. The plates were incubated for 2 h at room temperature. After three washes, 100 μL of detection antibody diluted in assay diluent was added to each well and incubated for 1 h. After three washes, 100 μL of diluted streptavidin–HRP was added to each well and incubated for 30 min. After five washes, 100 μL of TMB substrate solution was added to each well and the plates were allowed to develop for 10–30 min. The reaction was stopped by the addition of 100 μL stop solution (1 M H_2_SO_4_). Absorbance was measured at 450 nm with wavelength correction at 620 nm. Cytokine concentrations were calculated from four-parameter logistic standard curves. Samples were run in duplicate. All samples below the lowest standard were assigned the value of the minimum detectable concentration for that assay.

### 2.9. RNA Extraction and Quality Control

Total RNA was extracted from mouse liver tissue samples stabilized in RNAlater buffer. Extraction was performed using the RNeasy Micro Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol for “Purification of total RNA from animal and human tissue”. Briefly, tissue samples were disrupted and homogenized in 600 μL RLT buffer containing 1% β-mercaptoethanol using a Precellys 24 Homogenizer (Bertin Corp., Rockville, MD, USA) with Precellys CK14 ceramic beads (2 cycles of 15 s at 6500 rpm with a 30 s break). After centrifugation, 300 μL of the clarified lysate was processed through RNeasy MinElute spin columns (QIAGEN, Hilden, Germany), including an on-column DNase digestion step. Total RNA was eluted in 14 μL nuclease-free water. RNA integrity and purity were assessed using an Agilent 2100 Bioanalyzer with the RNA 6000 Nano LabChip reagent set (Agilent, Palo Alto, CA, USA).

### 2.10. Gene Expression Profiling by Microarray

Gene expression profiling was performed using Applied Biosystems GeneChip Clariom S mouse arrays. Sample preparation and microarray hybridization were performed according to the manufacturer’s protocol (GeneChip WT PLUS Reagent Kit, Thermo Fisher Scientific, Waltham, MA, USA). Briefly, 200 ng of total RNA was used to generate double-stranded cDNA. After purification, 20 μg of cRNA was synthesized by in vitro transcription and then used to generate single-stranded (ss) cDNA incorporating dUTP. The purified ss cDNA was fragmented using uracil DNA glycosylase and apurinic/apyrimidinic endonuclease 1 and terminally labeled with biotin. A total of 3.8 μg of fragmented and labeled ss cDNA was hybridized to the arrays for 16 h at 45 °C with rotation at 60 rpm. Arrays were washed and stained using an Applied Biosystems GeneChip Fluidics Station 450 and scanned using an Applied Biosystems GeneChip Scanner 3000 7 G system. Fluidics and scanning functions were controlled by the Applied Biosystems GeneChip Command Console v5.0 software.

### 2.11. Microarray Data Analysis

Microarray data analysis was performed using the Transcriptome Analysis Console (TAC) 4.0.2 software (Applied Biosystems). Probe set signal values were calculated using the Signal Space Transformation-Robust Multi-Chip Analysis (SST-RMA) algorithm. Differential gene expression analysis was performed using the Linear Models for Microarray Data (LIMMA) method. Genes were considered differentially expressed if they met the following criteria: fold change < −2 or >2 and false discovery rate (FDR) *p*-value < 0.05. Principal component analysis and hierarchical clustering were used to visualize sample relationships.

### 2.12. Statistical Analysis

Data are presented as mean ± standard deviation (SD) unless otherwise noted. Statistical analyses were performed using GraphPad Prism 10 for macOS (GraphPad Software, San Diego, CA, USA), QIIME2 software package (version 2024.5, www.qiime2.org (accessed on 13 June 2024)), Transcriptome Analysis Console (TAC) 4.0.2 software (Thermo Fisher Scientific, Waltham, MA, USA), and R studio (version 2024.04.2, Boston, MA, USA). One-way analysis of variance (ANOVA), followed by Tukey’s post hoc test for multiple comparisons, was used for comparisons between groups. For the microbiome data analysis, alpha diversity metrics were compared using the Kruskal–Wallis test, while beta diversity was assessed using PERMANOVA with 999 permutations. A differential abundance analysis of bacterial taxa was performed using ANCOM-BC2 with a significance threshold of W-statistic > 0.7 and FDR-adjusted *p*-value < 0.05. For gene expression data, differential expression analysis was performed using the limma-voom pipeline in R, with significance thresholds of |log2 fold change| > 1 and an FDR-adjusted *p*-value < 0.05. Significance levels are reported as follows: * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, and **** *p* ≤ 0.0001. To account for multiple comparisons in our analyses, we used appropriate correction methods across our various datasets. For microbiome data analysis, we used the Benjamini–Hochberg procedure to control for the false discovery rate (FDR) when comparing alpha diversity metrics and in the ANCOM-BC2 differential abundance analysis. For gene expression data, we used the Benjamini–Hochberg method to adjust *p*-values in our differential expression analysis. In our cytokine profiling experiments, we used the Bonferroni correction when performing multiple t-tests. Adjusted *p*-values (q-values) are reported throughout the Section 3, and only results that were significant after correction are discussed as primary results. Sample size (*n* = 8 per group) was determined based on power analysis using G*Power software version 3.1.9.6. Parameters were set to detect a standardized effect size of 1.5 at 80% power and α = 0.05 for primary outcomes. This sample size is consistent with similar studies and balances statistical power with ethical considerations to minimize animal use.

## 3. Results

### 3.1. Fructose and Preservatives Synergistically Induce Hepatic Steatosis and Inflammation

A histological analysis of liver sections revealed significant differences between the treatment groups (Figure 1). Water-treated control mice showed normal liver architecture without steatosis, inflammation, or fibrosis (Figure 1a,b). In contrast, mice treated with fructose alone or in combination with preservatives showed varying degrees of hepatic steatosis characterized by lipid droplets within hepatocytes (Figure 1c–i). The combination of fructose and sorbate resulted in the most severe liver pathology (Figure 1ch,i). These liver sections showed significant infiltration with mononuclear inflammatory cells, disrupted lobular architecture (Figure 1ch, upper inset), and hepatocyte ballooning degeneration (Figure 1ch, main image). Glycogen deposition was also observed, indicating altered hepatic metabolism (Figure 1ch, bottom inset). Notably, early-stage fibrosis was evident in this group (Figure 1i), suggesting potential progression to advanced liver disease.

These findings demonstrate that while fructose alone can induce hepatic steatosis, its combination with preservatives, particularly sorbate, exacerbates liver damage. The synergistic effects that are observed highlight the importance of considering the combined effects of dietary components and food additives on liver health.

### 3.2. Fructose Consumption Alters Liver Function and Lipid Metabolism, and Food Preservatives May Modulate These Effects

Fructose administration resulted in significant increases in plasma ALT, triglycerides, and cholesterol levels compared to the water control (Figure 2). The addition of food preservatives to fructose resulted in different effects. Notably, only the addition of sorbate resulted in increases in all three liver enzymes, i.e., ALT, AST, and ALP, whereas the addition of benzoate and nitrite significantly increased only ALT. Triglyceride levels were increased in all treated groups. Total cholesterol levels were moderately elevated in the fructose and fructose–sorbate groups. Free cholesterol levels were significantly elevated in the fructose and fructose–nitrite groups and highly elevated in the fructose–sorbate group. These results suggest that the addition of food preservatives, especially sorbate, leads to an amplification of the negative effects of fructose on liver function and lipid metabolism.

### 3.3. Fructose and Food Additives Synergistically Increase Intestinal Permeability

Intestinal permeability was determined by measuring plasma FITC–dextran concentration after oral administration (Figure 3). Fructose treatment did not significantly increase intestinal permeability compared to the water control group (2.89 ± 0.15 μg/mL vs. 2.98 ± 0.18 μg/mL). However, when fructose was combined with food additives, permeability increased. The most pronounced increase in permeability was observed in the fructose plus sorbate group (3.25 ± 0.15 μg/mL, *p* < 0.01 vs. water control), followed by fructose plus benzoate (3.21 ± 0.14 μg/mL, *p* < 0.05). These results suggest that the combined consumption of fructose and preservatives increases intestinal permeability.

### 3.4. Fructose Combined with Sorbate Alters Fungal but Not Bacterial Alpha Diversity

The analysis of alpha diversity metrics revealed different responses between bacterial and fungal communities to the treatments. Bacterial communities showed surprising resilience, with no significant differences in observed ASVs, Shannon diversity index, or Faith’s phylogenetic diversity across any treatment groups (Figure 4a,c,e). In contrast, fungal communities showed significant sensitivity, but only to the fructose–sorbate treatment. This group showed significantly lower Shannon diversity (*p* = 0.005479, q = 0.054786) and Pielou’s evenness (*p* = 0.027891, q = 0.069726) compared to the water control and other treatment groups (Figure 4d,f). Notably, fructose alone or in combination with benzoate or nitrite did not significantly alter fungal alpha diversity metrics. These results suggest that while bacterial community richness and diversity remained stable across all treatments, the combination of fructose and sorbate uniquely disrupted the fungal community.

### 3.5. Fructose and Food Preservatives Induce Significant Shifts in the Composition of the Bacterial and Fungal Community

Beta diversity analysis revealed significant differences in the composition of bacterial and fungal communities between treatment groups. For bacterial communities, Principal Coordinate Analysis (PCoA) based on weighted UniFrac distances showed a clear separation between treatment groups (Figure 5a), which was confirmed by PERMANOVA (pseudo-F = 3.204613, *p* = 0.001). Pairwise comparisons revealed significant differences (q < 0.05) between all treatment groups, with a particularly strong differentiation observed between the water control and the fructose–sorbate treatment (Figure 5c,e).

Fungal communities also showed significant shifts in composition between treatments, as shown by PCoA based on Bray–Curtis dissimilarities (Figure 5b) and confirmed by PERMANOVA (pseudo-F = 1.620826, *p* = 0.001). Pairwise comparisons showed significant differences between most treatment groups (Figure 5d,f), although the strength of differentiation was generally lower than for the bacterial communities, as indicated by the higher q values and lower pseudo-F values.

### 3.6. Fructose in Combination with Benzoate or Sorbate Induces the Greatest Changes in Bacterial Taxa Abundance

Differential abundance analysis revealed that the effects on bacterial taxa varied considerably between treatments. At the phylum level, fructose alone induced significant changes in two phyla (an increase in Patescibacteria and a decrease in Proteobacteria), demonstrating its ability to modulate the gut microbiome. Interestingly, fructose combined with nitrite showed no significant effect on any phylum, suggesting a potential neutralizing effect of nitrite on fructose-induced changes. The most profound changes were observed in the fructose–benzoate and fructose–sorbate groups. The fructose–benzoate combination significantly affected four phyla, causing an increase in Verrucomicrobia and a decrease in Proteobacteria, Bacteroidota (formerly Bacteroidetes), and Firmicutes. The fructose–sorbate group induced changes in three phyla, with increases in Patescibacteria, Actinobacteria, and Desulfobacteria. A complex pattern of changes was observed at the genus level. Significant increases were detected in several genera, including *Akkermansia* (especially in the fructose-benzoate group), *Corynebacterium*, *Acinetobacter*, Butyricicoccaceae, *Lachnoclostridium*, Lachnospiraceae, *Blautia*, and Oscillospiraceae. Conversely, significant decreases were observed in genera such as *Romboutsia* and *Turicibacter* (Figure 6g).

These results highlight that while fructose alone can induce some changes in bacterial abundance, its combination with certain food additives, particularly benzoate and sorbate, leads to more extensive and diverse changes in fecal bacterial community structure. This suggests a synergistic effect between fructose and these additives in modulating the gut microbiome, which could have important implications for host health and metabolism.

### 3.7. Fructose and Food Additives Selectively Alter the Abundance of Fungal Taxa

An analysis of the fungal communities revealed selective and treatment-specific changes in the abundance of taxa. At the phylum level, significant changes were observed mainly in the Basidiomycota (Figure 6d). Notably, both the fructose–benzoate and fructose–sorbate treatments induced a decrease in this phylum, suggesting a consistent effect of these combinations on fungal community structure. At the genus level, we observed a complex pattern of changes that varied by treatment. Fructose alone caused the most significant depletion of fungal genera, particularly *Parastagonospora*, *Bensingtonia*, *Armillaria*, and *Xeromyces*, while increasing the abundance of *Rasamsonia*. The fructose–benzoate combination also induced an increase in *Rasamsonia*. In contrast, the fructose–nitrite increased *Candida*, *Penicillium*, and *Ceratocystis*. The fructose–sorbate treatment shared some effects with fructose–nitrite, causing increases in *Penicillium* and *Ceratocystis*. However, it also caused the most extensive depletion of fungal genera, including *Cryptococcus*, *Filobasidium*, *Sporobolomyces*, *Cladosporium*, *Alternaria*, and *Armillaria*. These distinct patterns of changes in fungal taxa highlight the specific and diverse effects of fructose, both alone and in combination with different food preservatives. The observed shifts in both bacterial and fungal communities suggest that these treatments, particularly the combinations of fructose with benzoate and sorbate, significantly affect the composition of the gut microbiome. These changes could potentially influence host–microbe interactions and metabolic processes, highlighting the importance of considering both bacterial and fungal components when studying the effects of dietary factors on the gut microbiome.

### 3.8. Fructose and Food Preservatives Induce Organ-Specific Changes in Cytokine Profiles

To investigate the effects of fructose and food preservatives on immune responses, we measured cytokine levels in the spleen, mesenteric lymph nodes (MLN), and liver of treated mice using ELISA (Figure 7). Our results showed different patterns of cytokine production in the different organs and treatments. Fructose alone had no significant effect on any of the cytokines measured. The most pronounced effect was observed with the fructose–sorbate treatment, which stimulated the production of IFNγ, TNFα, and IL-6 in both spleen and MLN. In the MLN, this treatment also stimulated the production of IL-10 and IL-17A. The fructose–benzoate treatment stimulated the production of IFNγ in the spleen and of IFNγ, TNFα, and IL-17A in the MLN. The fructose–nitrite treatment significantly increased cytokine production only in the MLN. Collectively, these results show that fructose–preservative combinations, especially fructose–sorbate, induce a pro-inflammatory cytokine profile in multiple organs. This profile is characterized by increased levels of IFNγ, TNFα, IL-6, and IL-17A. The increase in IL-10 production could play a counter-regulatory role and potentially attenuate the pro-inflammatory response. The organ-specific nature of these changes, particularly the pronounced effects in the MLN, suggests that gut-associated lymphoid tissue plays a critical role in mediating immune responses to fructose and food additives. This finding highlights the potential importance of the gut–immune axis in the physiological response to food components [10,27]. The lack of detectable cytokine changes in the liver may be due to methodological limitations. The higher dilutions required for liver samples due to the lower numbers of isolated liver leukocytes may have resulted in cytokine levels falling below the detection limit of the ELISA method. These results provide important insights into the immunomodulatory effects of fructose–preservative combinations and highlight the need for further investigation of their potential impact on systemic and organ-specific immune responses.

### 3.9. Fructose Induces Significant Changes in Hepatic Gene Expression

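The liver values are log2 signals from 15 Clariom S mouse arrays, which read each gene with a set of short probes, in 5 groups of 3 arrays. Each array holds RNA from a separate mouse, out of 8 mice per group in the study, and all mice carried a human gut microbiota. The groups drank water, 10% fructose, or 10% fructose with sodium benzoate at 4.8, sodium nitrite at 0.36 or potassium sorbate at 19 mg per kg of body weight per day. Treatment lasted 11 weeks from the age of 3 weeks, which makes 14 weeks at the end, whereas the sample labels give an age of 11 weeks. The methods state that the sexes were evenly divided in each group of 8, and the labels do not give the sex of the mice on the arrays. According to the methods, the authors normalized the arrays with SST-RMA, a form of robust multi-array averaging (RMA) that first rescales the signals, in the Transcriptome Analysis Console 4.0.2. The submitters' processing notes name RMA, the Affymetrix Expression Console 1.4 and the Transcriptome Analysis Console. Of 28846 entries in the deposited table, 6640 are control probes, and the other 22206 probe sets were tested. Exactly 1 gene symbol belongs to 19572 of them and none to 2634. limma was fitted to the log2 values of all 15 arrays with 1 mean per group, and a gene counted as altered at a fold change over 2 and a false discovery rate (FDR) under 0.05. A member of a gene list counted as risen or fallen at an FDR under 0.05 with any fold change. The number of arrays limits the precision of every value, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. The median signal of an array over the tested probe sets lay between 6.28 and 6.49. The area under the curve that separates positive from negative control probes averaged 0.806 on the water arrays, 0.770 on the fructose arrays, 0.787 with benzoate, 0.773 with nitrite and 0.788 with sorbate. The median of the negative control probes averaged 5.61 ± 0.02 (SD, n = 3) on water, 6.44 ± 0.10 on fructose, 6.35 ± 0.27 with benzoate, 6.53 ± 0.07 with nitrite and 6.39 ± 0.17 with sorbate (exact permutation test of fructose against water, p = 0.1). A signal under this median is not well above background, and a fold written as "at least" takes each array of the dimmer group at the median where its signal lies under it. The 4 hybridization controls, transcripts of bacterial and phage genes added to each array in fixed amounts, averaged 13.02 ± 0.33 (SD, n = 3) on the water arrays and 12.07 ± 0.14 (SD, n = 3) on the fructose arrays. They averaged 12.16 ± 0.22 with benzoate, 11.86 ± 0.16 with nitrite and 11.97 ± 0.25 with sorbate (SD, n = 3 each).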

To investigate the effects of fructose consumption on hepatic gene expression, we performed RNA sequencing on liver samples from mice treated with water (control) or fructose. Principal component analysis (PCA) of the gene expression data revealed a clear separation between the control and fructose-treated groups along the first principal component (PCA1), which accounted for 50.1% of the variance (Figure 8a). This indicates that fructose treatment caused a significant shift in the overall hepatic transcriptome.

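Genes of de novo lipogenesis, which turn sugar carbon into fatty acids, and genes of the ribosome lay on opposite sides of the difference between water and fructose. Relative to the mean of the fructose arrays, the median of 16 lipogenic genes was −2.56, −3.36 and −1.84 (log2) on the 3 water arrays. It was −0.85, 0.43 and 0.42 on the 3 fructose arrays. The median of 60 genes of cytosolic ribosomal proteins was 1.03, 1.02 and 1.16 on the water arrays and 0.10, −0.04 and −0.02 on the fructose arrays. Very long, broadly expressed transcripts, such as those of the splicing factor Prpf8 and the ubiquitin ligase Birc6, had medians of −2.02, −1.99 and −1.53 on the water arrays. On the fructose arrays they had medians of −0.58, 0.21 and 0.24. PC1 held 50.2% of the variance of the 15 arrays, PC2 12.2% and PC3 5.82%. The scores on PC1 were −121, −125 and −65.7 on the water arrays and −15.4, 13.4 and 12.1 on the fructose arrays. No fructose array overlapped the water arrays on PC1 or on PC2 (two-sided exact permutation test, p = 0.1 each, the smallest p possible, and 0.127 after Benjamini-Hochberg adjustment over 14 tests). The hybridization controls differed between the same groups, with a mean of −0.94 (log2) for fructose minus water (exact permutation test, p = 0.1). From the separation along PC1, the paper concludes that fructose shifted the overall hepatic transcriptome.

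**Figure D1:**
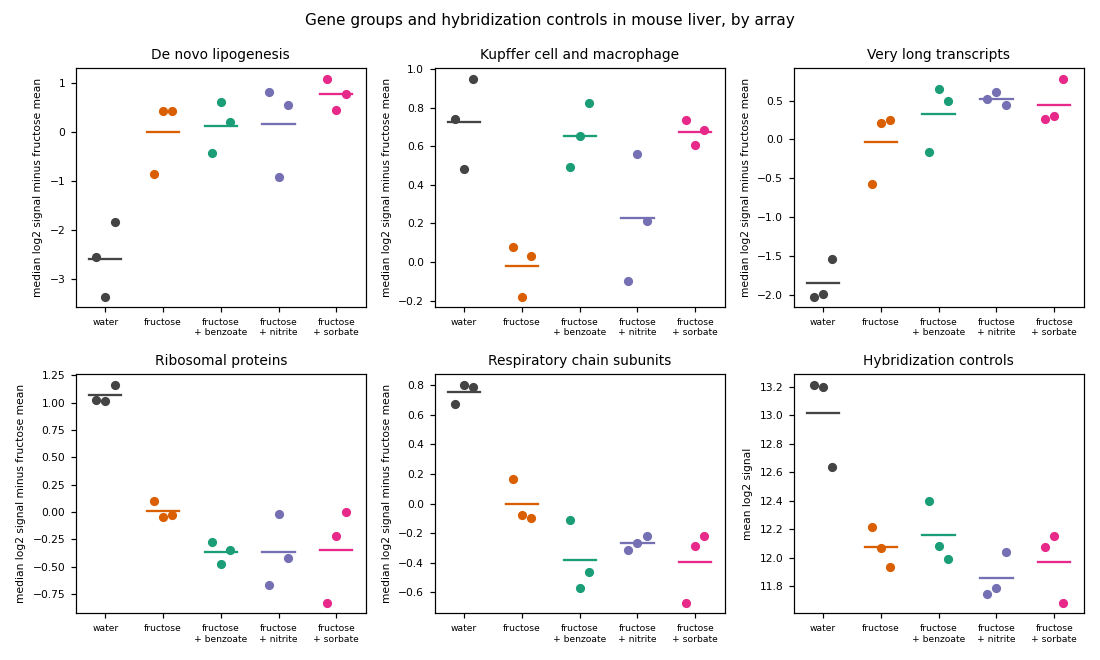
Median log2 signal of selected gene groups on each array, relative to the mean of the fructose arrays, by treatment group. The last panel shows the mean log2 signal of the hybridization controls. Points are the 3 arrays of a group and horizontal lines their mean; lipogenic genes sit lowest and ribosomal protein genes highest on the water arrays, with medians of −2.56, −3.36 and −1.84 for the lipogenic genes.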

Differential expression analysis identified 3 560 genes that were significantly altered by fructose treatment compared to the water control (fold change < −2 or >2, FDR *p*-value < 0.05) (Figure 8b). Of these, 1936 genes were upregulated and 1624 were downregulated. 

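Many genes of fatty acid oxidation and of bile acid handling rose in the fructose group and many of the ribosome and of the respiratory chain fell, while none of these 4 lists passed camera with an estimated correlation between genes. Of 28 measured genes of fatty acid oxidation and PPARα targets, 17 rose and 0 fell (22 higher when adjusted over the list alone), and camera gave the list an adjusted p of 3.37e-13 at a preset correlation (adjusted p = 0.14 with an estimated correlation). Cyp4a10, a fatty acid hydroxylase, rose by 4.16 (log2) and Vnn1, a pantetheinase under PPARα control, rose at least 9.77-fold. Of 16 genes of bile acid synthesis and transport, 9 rose and 0 fell (adjusted over the list alone, 9 higher and 2 lower), with an adjusted p of 1.76e-06 from camera (adjusted p = 0.14 with an estimated correlation). The exporter Abcc3 rose by 4.14 and Cyp8b1, which makes cholic acid, by 3.49. Of 60 cytosolic ribosomal protein genes, 47 fell and 0 rose (48 lower when adjusted over the list alone), among them Rpl39 (−2.07) and Rps10 (−1.97). The adjusted p of this list from camera was 5.44e-17 (adjusted p = 0.2 with an estimated correlation). Of 97 genes of respiratory chain subunits, 53 fell and 2 rose (65 lower and 3 higher when adjusted over the list alone), and camera gave an adjusted p of 5.81e-11 (adjusted p = 0.207 with an estimated correlation). Atp5md and Ndufb4 changed by −2.18 and −2.00, and Ndufs1 by 0.98. Of 25 very long, broadly expressed transcripts, 22 rose and 0 fell (23 higher when adjusted over the list alone), with a median of 1.77 and an adjusted p of 4.98e-18 from camera (adjusted p = 0.14 with an estimated correlation). The medians of the long transcripts and of the ribosomal protein genes lay 2.89 apart. No transcript lengths were at hand, so a length-dependent difference in RNA quality or labelling cannot be told apart from the treatment. This limits the reading of every gene list and single gene compared between fructose and water. Of 15 markers of sinusoidal endothelial cells, 6 rose, such as Stab2 (2.13) and Kdr (1.96), and 1 fell, Clec4g (−1.31); 7 were higher and 1 lower when adjusted over the list alone, and the adjusted p from camera was 0.00293 (adjusted p = 0.337 with an estimated correlation). In the limma fit, 3452 probe sets passed the thresholds of the paper, 1891 higher and 1561 lower in the fructose group. The arrays of both groups did not overlap in 3276 of these, and in 36.6% of all probe sets tested, where chance gives 10%. With the level of the hybridization controls as a covariate, chosen after seeing the data, 0 probe sets passed the FDR in limma and 1573 passed an unadjusted p under 0.05 with a fold change over 2. These controls ran from 12.64 to 13.21 on the water arrays and reached at most 12.40 in the other groups, so the covariate largely overlaps with the treatment. The median standard error of the 3452 probe sets went from 0.30 to 0.50 with it. A call lost in this fit therefore does not show that the change itself went away. Without water arrays 1 and 2, which lie farthest out on PC1, also chosen after seeing the data, 1033 probe sets passed, 866 of them among those of the fit on all arrays.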

The top differentially expressed genes are shown in the heatmap (Figure 8c), which highlights the different expression patterns between the water and fructose treatments.

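The genes of the fructose heatmap were chosen in the paper by the lowest FDR on these same arrays, so that they pass the test here follows from that choice. Of 39 genes read from Figure 8c, 32 carry a symbol in the annotation used here, and 23 of these rose and 9 fell. Their log2 fold changes ran from −3.63 for Ccl9 to 4.94 for Me1. Among those that rose were Ncoa1 (at least 5.98-fold), a coactivator of nuclear receptors, Dicer1 (2.11), which processes microRNAs, Upf1 (2.53), of nonsense-mediated decay, and Vwa8 (2.73). Among those that fell were Orm2 (−3.03), an acute phase protein, Gnpnat1 (−2.54), of the hexosamine pathway, Mrps33 (−2.41), of the mitochondrial ribosome, and Cetn3 (−2.12), a centrin. Mtus1, a microtubule-associated tumor suppressor, rose by 2.54 with a standard error of 0.25. The heatmap genes that carry no symbol here include Acsl1, Arl13b, Gm608, Mkl2 and Gm17631.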

### 3.10. Key Genes Associated with the Pathogenesis of MASLD Were Significantly Modulated by Fructose

Significant changes were found in the expression of several genes known to be associated with the development of MASLD (Supplementary Table S1). 

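Several genes of Supplementary Table S1 encode enzymes of fatty acid oxidation and ester hydrolysis. Hadha, a subunit of the mitochondrial trifunctional protein, rose from 13.61 ± 0.47 to 15.95 ± 0.20 (log2 signal, SD, n = 3), and the peroxisomal thiolase Acaa1b rose by 3.18 (standard error 0.32). The carboxylesterases Ces1d and Ces1e, which hydrolyse lipid esters, rose by 2.18 (standard error 0.26) and 3.15 (standard error 0.30). Birc6, a large ubiquitin ligase that blocks apoptosis, rose by 2.99, a 7.93-fold difference. Lyz2, the lysozyme of macrophages, fell by 3.35, from 12.91 ± 0.72 to 9.56 ± 0.59. Of the 20 genes that the table lists for fructose against water, 18 carry a symbol here and all 18 passed the thresholds in the direction of the table. The table comes from these same arrays and was known before the genes were chosen, so this is no independent support. Leaving out any single array of both groups left all 18 past the thresholds, and in limma 0 passed the FDR with the hybridization controls as a covariate.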

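Malic enzyme 1, Me1, which supplies NADPH for fatty acid synthesis, had a log2 signal of 16.31 ± 0.70 (SD, n = 3) in the fructose group and 11.37 ± 1.24 (SD, n = 3) in the water group. This is a log2 fold change of 4.94 (standard error 0.53, adjusted p = 4.01e-05 from limma), or 30.7-fold. Fasn, the fatty acid synthase itself, rose by 5.24 (standard error 0.90, adjusted p = 0.000485 from limma), with signals of 13.78 ± 1.58 against 8.54 ± 1.87. Of 16 measured genes of de novo lipogenesis, 12 rose, 0 fell and 4 did not pass the test (13 higher when adjusted over the list alone). Without Me1, which the paper names, 11 of 15 rose. The median of the list was 2.54, and camera gave an adjusted p of 4.17e-10 with its preset correlation (adjusted p = 0.172 with an estimated correlation). Acsl1 is not named here. With the hybridization controls as a covariate in limma, Me1 stood at 3.50 (adjusted p = 0.434) and Fasn at 2.04 (adjusted p = 0.767). In limma without water arrays 1 and 2, Fasn stood at 3.13 (adjusted p = 0.113).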

The upregulation of Me1 (22-fold) and Acsl1 (4.2-fold) indicates increased lipogenesis and fatty acid activation, respectively. Me1 provides NADPH for de novo lipogenesis, while Acsl1 activates long-chain fatty acids and facilitates their incorporation into triglycerides. These changes likely contribute to the observed hepatic steatosis that is a hallmark of MASLD. 

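The insulin receptor gene Insr, which starts insulin signalling in hepatocytes, had a log2 signal of 13.50 ± 0.51 (SD, n = 3) on fructose and 9.75 ± 1.12 (SD, n = 3) on water. The log2 fold change was 3.74 (standard error 0.41, adjusted p = 4.01e-05 from limma), a 13.4-fold rise. Pklr, the liver pyruvate kinase of glycolysis, rose by 4.33 (standard error 0.72), from 8.89 ± 1.65 to 13.22 ± 1.05. Of 15 measured genes of fructose and glucose metabolism, 12 rose and 0 fell (14 higher when adjusted over the list alone), with a median of 1.99. Leaving out Insr, which the paper names, 11 of 14 rose. The adjusted p from camera was 5.81e-11 with the preset correlation and the adjusted p = 0.14 with an estimated correlation. Genes of the glucocorticoid and fasting response went both ways, with 3 of 15 higher and 3 lower (4 and 3 when adjusted over the list alone). Lpin1, a phosphatidate phosphatase, rose by 2.28, while Gadd45g, a stress-responsive growth arrest gene, fell at least 16.1-fold and the metallothionein Mt1 fell by 2.90 (log2). The adjusted p of this list from camera in limma was 0.152. Insr stood at 1.57 (adjusted p = 0.434) with the hybridization controls as a covariate in limma.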

The 20-fold upregulation of the insulin receptor gene (Insr) may indicate the development of insulin resistance, a key feature of MASLD pathogenesis.

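Aox1, an aldehyde oxidase that releases hydrogen peroxide and superoxide, rose from 10.15 ± 0.62 to 13.71 ± 0.40 (log2 signal, SD, n = 3 each). Its log2 fold change of 3.56 (standard error 0.37, adjusted p = 4.01e-05 from limma) is 11.8-fold. Among 25 genes of oxidative stress and NRF2 targets, 7 rose and 2 fell (adjusted over the list alone, 10 rose and 2 fell). The genes that fell were the glutathione peroxidases Gpx4 (−1.19) and Gpx1 (−1.10), which reduce peroxides. The median of the list was 0.44, and the adjusted p from camera was 0.00687 at the preset correlation (adjusted p = 0.24 with an estimated correlation, and adjusted p = 0.0768 without the 2 members that the paper names). Of 18 targets of xenobiotic receptors, 3 rose and 0 fell (2 higher when adjusted over the list alone), among them Aldh1a1 (1.84), another aldehyde-oxidizing enzyme, and the dioxin receptor Ahr (1.74). Their adjusted p from camera was 0.0516. Aox1 stood at 2.20 (adjusted p = 0.434) in limma with the hybridization controls as a covariate.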

Regarding oxidative stress, the 17-fold upregulation of Aox1, which is involved in ROS production, indicates increased oxidative stress, which can lead to lipid peroxidation and cellular damage. The concurrent 6.2-fold increase in Aldh3a2, which protects against lipid peroxidation, may represent a compensatory mechanism, although it may not be sufficient to fully counteract the increased oxidative stress.

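Aldh3a2, the fatty aldehyde dehydrogenase that oxidizes lipid-derived aldehydes, had a log2 signal of 15.29 ± 0.08 (SD, n = 3) in the fructose group against 12.29 ± 0.57 (SD, n = 3) in the water group. It rose by 2.99 (standard error 0.33, adjusted p = 4.01e-05 from limma), or 7.97-fold, and no fructose array overlapped a water array. Genes of the unfolded protein and integrated stress response went both ways, with 2 of 16 higher and 3 lower (3 higher and 3 lower when adjusted over the list alone). Hyou1 (1.58), a chaperone of the endoplasmic reticulum, and Herpud1 (1.06), of protein degradation there, rose. Sdf2l1 (−1.71) and the stress-induced factor Atf3 (−0.84) fell, and the adjusted p of the list from camera was 0.95. With the hybridization controls as a covariate, the fit in limma gave 2.36 (adjusted p = 0.434) for Aldh3a2.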

Interestingly, some changes appeared to be potentially protective. 

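Csad, cysteine sulfinic acid decarboxylase of taurine synthesis, had a log2 signal of 14.67 ± 0.21 (SD, n = 3) on fructose and 10.22 ± 1.07 (SD, n = 3) on water. This is a log2 fold change of 4.45 (standard error 0.51, adjusted p = 4.11e-05 from limma), or 21.9-fold. Besides Me1 and Fasn, the largest rises among genes with 1 symbol and no overlap between the groups were those of Srrm2 (5.78), a spliceosome protein, Fn1 (4.56), the plasma and matrix protein fibronectin, and Palld (4.52), an actin-binding protein. Among falls measured above the negative controls on all arrays, the largest were those of the serum amyloids Saa2 (−5.55) and Saa1 (−5.50) and of Nnmt (−4.23), which methylates nicotinamide, and Tff3, a trefoil peptide, fell at least 47.2-fold. The signal of Tff3 varied widely between the water mice, at 12.13 ± 2.94 (SD, n = 3), against 5.65 ± 1.16 on fructose, where 2 of 3 arrays lay under the median of the negative controls. With the hybridization controls as a covariate, Csad stood at 5.66 (adjusted p = 0.092) in limma.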

The 25-fold increase in Csad, which is involved in the biosynthesis of taurine, may be beneficial, as taurine deficiency is associated with MASLD. Similarly, the 11-fold increase in Abca1, which is involved in cholesterol efflux, could help reduce cholesterol accumulation. 

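Abca1, the transporter that passes cellular cholesterol to apolipoprotein A-I, rose from 10.78 ± 0.69 to 14.05 ± 0.37 (log2 signal, SD, n = 3 each), a log2 fold change of 3.26 (standard error 0.35, adjusted p = 4.01e-05 from limma) or 9.60-fold. Of 28 genes of lipid droplets and lipoproteins, 10 rose and 1 fell, and 10 were higher and 1 lower when adjusted over the list alone. The gene that fell was Fabp4 (−2.11), a fatty acid carrier of adipocytes and macrophages. The adjusted p from camera was 2.16e-05 at the preset correlation (adjusted p = 0.172 with an estimated correlation). Of 19 genes of cholesterol synthesis, 0 rose and 3 fell, with 2 lower when adjusted over the list alone, and the adjusted p from camera in limma was 0.574. Idi1, an isomerase of the isoprenoid steps, fell by 1.77, and Msmo1, a methyl sterol oxidase, fell by 1.72. In limma with the hybridization controls as a covariate, the adjusted p of Abca1 was 0.434.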

The unexpected decrease in the pro-inflammatory chemokines Cxcl1 and Ccl9 (by 4.4-fold and 10-fold, respectively) requires further investigation as it may represent an early compensatory response or a more complex modulation of the inflammatory process in the development of MASLD.

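The chemokine Cxcl1, which attracts neutrophils, had a log2 signal of 6.39 ± 0.36 (SD, n = 3) on fructose against 8.13 ± 0.25 (SD, n = 3) on water, so that it fell at least 2.89-fold (adjusted p = 9.15e-05 from limma). Ccl9, a chemokine of myeloid cells, fell by 3.63 (standard error 0.40, adjusted p = 4.01e-05 from limma), or 12.4-fold, from 14.74 ± 0.40 to 11.12 ± 0.15. Of 24 inflammatory cytokines and chemokines, 7 fell and 0 rose (8 lower when adjusted over the list alone), with an adjusted p of 0.0189 from camera at the preset correlation (adjusted p = 0.172 with an estimated correlation). Without Cxcl1 and Ccl9, which the paper names, 5 of 22 fell, and camera gave an adjusted p of 0.12. Of 19 acute phase genes, which the liver raises in inflammation, 10 fell and 1 rose (13 lower and 1 higher when adjusted over the list alone). The gene that rose was Itih4 (1.52). Of 19 interferon response genes, 10 fell, such as Rtp4 (−1.71), and 1 rose, the signal transducer Stat2 (1.88); 11 were lower and 1 higher when adjusted over the list alone. Of 20 markers of Kupffer cells and macrophages, 8 fell, among them the complement gene C1qa by 1.68, and 0 rose (10 lower when adjusted over the list alone), with a median of −0.82. Of 16 lymphocyte markers 4 fell, and of 12 neutrophil markers 4 fell, with 4 and 5 lower when adjusted over the list alone. Among these, Cd3g, Ngp and Mmp9 lay under the median of the negative controls on all 3 fructose arrays. They also lay under it on 2, 2 and 1 of the water arrays, so no fold could be given. Gzma fell at least 1.20-fold. The adjusted p from camera was 0.000501 for acute phase genes, 0.00932 for interferon response genes and 0.00107 for macrophage markers (adjusted p = 0.172, 0.337 and 0.24 with an estimated correlation), and it was 0.245 for lymphocyte and 0.114 for neutrophil markers. Without the members that the paper names, it was 0.0591 for interferon response genes and 0.00851 for macrophage markers. The median of the negative controls was 6.44 ± 0.10 on fructose and 5.61 ± 0.02 on water (SD, n = 3), and 2 of 3 fructose arrays had Cxcl1 under it. With the hybridization controls as a covariate in limma, Cxcl1 stood at −1.45 (adjusted p = 0.434), against −1.74 without it, and Ccl9 at −3.55 (adjusted p = 0.393).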

### 3.11. Food Preservatives Modulate Fructose-Induced Gene Expression Changes

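Genes that male and female mouse liver express at different levels, and genes of the Y chromosome, set the sorbate arrays and 2 of the 3 benzoate arrays apart from the fructose arrays. Relative to the fructose mean, the median of the genes that female mouse liver expresses more was −0.20, 4.60 and 4.10 (log2) on the 3 benzoate arrays, −0.26, −0.02 and −0.17 on the nitrite arrays and 4.49, 4.39 and 4.06 on the sorbate arrays. The mean log2 signal of the Y-linked genes Eif2s3y, Kdm5d and Uty was 10.00, 3.57 and 3.51 on the benzoate arrays, 9.37, 9.66 and 9.70 on the nitrite arrays and 3.93, 4.17 and 3.39 on the sorbate arrays. On the fructose arrays it was 9.69, 10.00 and 9.73, and on the water arrays 9.61, 9.45 and 9.98. By these genes the sorbate arrays and benzoate arrays 2 and 3 read as female and all other arrays as male. Markers of Kupffer cells and macrophages had medians of 0.49, 0.65 and 0.83 relative to the fructose mean on the benzoate arrays, −0.10, 0.56 and 0.21 on the nitrite arrays and 0.73, 0.61 and 0.68 on the sorbate arrays. On the water arrays these medians were 0.74, 0.48 and 0.95, so the benzoate and sorbate arrays lay within the range of water. The mean scores on PC1 were −104 for water, 3.36 for fructose, 32.6 for benzoate, 28.5 for nitrite and 39.5 for sorbate. On PC2 they were 9.98, −27.8, 11.8, −29.7 and 35.7 in the same order. No array of a fructose-fed group overlapped the water arrays on PC1 (exact permutation test, p = 0.1 for each group). Against fructose alone, sorbate lay apart on both components (exact permutation test, p = 0.1 each) and benzoate on PC2 (p = 0.1) but not on PC1 (p = 0.3). Nitrite lay apart on PC1 (exact permutation test, p = 0.1) but not on PC2 (p = 0.5). Benzoate array 1 scored 2.38 on PC1 and −18.9 on PC2, and the other benzoate arrays scored 47.7 and 47.6 on PC1 and 24.7 and 29.7 on PC2. From the separate clusters, the paper proposes that the preservatives acted on gene expression beyond what fructose did.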

PCA revealed that although all fructose-treated groups clustered separately from the water control, there were significant differences between the fructose-only and the fructose–preservative groups (Figure 8a). This suggests that the preservatives had additional effects on gene expression beyond those induced by fructose alone. Differential expression analysis showed that each preservative uniquely modulated the fructose-induced gene expression profile (Figure 8c). 

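Cyp2a5, a coumarin hydroxylase, Cyp2a4, a steroid hydroxylase, and Gbp3, of the interferon response, rose with both benzoate and sorbate at the FDR. Most genes that passed with benzoate also passed with sorbate, and few also passed with nitrite. At an unadjusted p under 0.05 and a fold change over 2, 236 probe sets passed in both the benzoate and the sorbate comparison with fructose, all in the same direction. Benzoate and nitrite shared 35 in the same direction, nitrite and sorbate 37, and 24 of the 811 probe sets that passed anywhere passed in all 3 comparisons. The shared fructose arrays add to these overlaps. In 100 simulations of unchanged groups against shared controls, the mean overlap was 24.5 for benzoate and sorbate, 23.7 for benzoate and nitrite and 24.0 for nitrite and sorbate. The highest values were 36, 38 and 35. Each probe set was drawn independently there, so genes that move together may give a wider range. Independent lists of the observed sizes would share 5.28, 0.853 and 1.81, and part of any excess may come from the shared fructose arrays, which are too few to be split. The covariance of the log2 fold changes was 0.179, 0.0719 and 0.0737, against simulated values of 0.0532, 0.0531 and 0.0531. Their correlation was 0.807, 0.521 and 0.430, against 0.499 to 0.501 in the simulations. Tested against each other at the FDR in limma, sorbate and nitrite differed in 82 probe sets, 55 higher and 27 lower with sorbate. Sorbate and benzoate differed in 0 (89 at an unadjusted p), and benzoate and nitrite in 0 (207 at an unadjusted p). Without nitrite array 1 or sorbate array 1, 0 probe sets separated sorbate from nitrite (3, 21 and 5 without nitrite array 2, nitrite array 3 and sorbate array 2), and 1 did so with the Y-linked mean as a covariate. Without benzoate array 1, 125 separated benzoate from nitrite.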

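Many female-biased liver genes were higher on the sorbate arrays than on fructose alone, and many male-biased genes and the Y-linked genes were lower. Some markers of macrophages were also higher. The sorbate arrays read as female and the fructose arrays as male by the Y-linked genes, so a difference in sex may account for much of this pattern. With benzoate 3 genes rose at the FDR: Cyp2a5 by 2.49 (standard error 0.23, adjusted p = 7.27e-05 from limma), Cyp2a4 by 3.84 and Gbp3, an interferon-induced GTPase, by 1.66. In limma Gbp3 stood at 1.54 (adjusted p = 0.0654) with quantile normalization, 1.66 (adjusted p = 0.0577) with the replicate block, 1.52 (adjusted p = 0.255) with the Y-linked mean as a covariate and 1.66 (adjusted p = 0.0536) with the 2 groups alone, and Cyp2a4 at 3.84 (adjusted p = 0.164) with the 2 groups alone. With nitrite no gene passed the FDR, and the largest difference was that of Cyp7a1, the rate-limiting enzyme of bile acid synthesis, at −4.25 (standard error 0.76, unadjusted p = 2.63e-05 and adjusted p = 0.584 from limma). Among the other named genes stood the sterol exporter Abcg5 at 2.25 and the cholesterol synthesis genes Idi1 at −1.42 and Msmo1 at −1.23, with an adjusted p of 0.903, 0.607 and 0.903. Of 20 markers of Kupffer cells and macrophages, 4 were higher with sorbate than on fructose alone, and 9 when adjusted over the list alone. Among them were Cd5l (1.74), an apoptosis inhibitor of macrophages, and the myeloid factor Spi1 (1.50). The median of these markers on the sorbate arrays lay within the range of the water arrays. With benzoate 0 rose in limma, and 7 when adjusted over the list alone. The adjusted p from camera was 1.46e-09 for sorbate and 9.59e-12 for benzoate at the preset correlation (adjusted p = 0.0618 and 0.0834 with an estimated correlation). Markers of sinusoidal endothelial cells were higher too, without passing the FDR, with medians of 0.78, 0.69 and 0.89 on the sorbate arrays relative to the fructose mean. At a fold change over 2 and an unadjusted p under 0.05, limma called 326 probe sets for benzoate (203 higher, 123 lower), 104 for nitrite (77 higher, 27 lower) and 666 for sorbate (442 higher, 224 lower). At the FDR the counts were 3, 0 and 141, the last with 91 higher and 50 lower. Groups did not overlap in 17.3%, 16.2% and 23.1% of all probe sets, where chance gives 10%. Without benzoate array 1 the benzoate counts were 171 at the FDR and 701 at the unadjusted p, and without fructose array 2 they were 1 and 495 (at the FDR also 1 without fructose array 3, benzoate array 2 or benzoate array 3). The nitrite count was 202, 213 and 181 without fructose array 2, fructose array 3 and nitrite array 2. The sorbate count at the FDR was 24, 73 and 21 without fructose array 1, 2 or 3 and 7, 38 and 73 without sorbate array 1, 2 or 3. With the Y-linked mean of each array as a covariate, 1 probe set passed the FDR for sorbate, with 1254 at the unadjusted p, and 10 for benzoate, with 703.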

Compared to fructose alone, sodium benzoate altered the expression of 394 genes, sodium nitrite altered the expression of 133 genes, and potassium sorbate altered the expression of 662 genes (fold change < −2 or >2, *p*-value < 0.05) (Figure 4d).

Of particular interest, several cytochrome P450 enzymes showed dramatic changes in expression upon preservative treatment (Supplementary Table S1). For example, Cyp4a12b and Cyp14a12a were strongly downregulated in the fructose–sorbate group compared to fructose alone (by −717-fold and −2499-fold, respectively), whereas Cyp2b9 was strongly upregulated (by 6356-fold). These enzymes play a crucial role in xenobiotic and lipid metabolism, suggesting that preservatives may significantly affect these processes in the context of fructose-induced metabolic changes.

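Several cytochromes P450 were higher on the sorbate arrays than on fructose alone and others were lower. Cyp2b10, a target of the xenobiotic receptor CAR, rose from 5.63 ± 0.90 to 13.60 ± 0.08 (log2 signal, SD, n = 3 each). All 3 fructose arrays lay under the median of the negative controls, so the rise was at least 143-fold (adjusted p = 0.00947 from limma). Cyp17a1, a steroid 17-hydroxylase, rose by 4.93, Cyp2a4 by 4.53 and Cyp2a5 by 2.53. By the Y-linked genes, the sorbate arrays compared here read as female and the fructose arrays as male. A difference in sex may therefore account for some of these changes. With the Y-linked mean as a covariate in limma, Cyp2a4 stood at 1.96 (adjusted p = 0.241) and Cyp2a5 at 2.42 (adjusted p = 0.14). Cyp2d9, a testosterone hydroxylase, fell by 4.59 (standard error 0.78), from 17.69 ± 0.24 to 13.10 ± 0.54. With benzoate, Cyp2a5 had a signal of 15.74 ± 0.13 against 13.25 ± 0.38 on fructose alone, and Cyp2a4 had 15.14 ± 1.61 against 11.30 ± 0.45 (SD, n = 3). Of 18 targets of xenobiotic receptors, 2 rose with sorbate, Cyp2b10 and the drug exporter Abcb1a (at least 6.08-fold), and 0 fell (4 higher and 1 lower when adjusted over the list alone). For this list, camera gave an adjusted p of 0.0106 (adjusted p = 0.0642 with an estimated correlation). Without the 2 members that the paper names, 0 of 16 passed the FDR, and the adjusted p from camera was 0.238. Of the 24 genes that Table S1 lists for sorbate, 21 carry a symbol here, and all 21 passed the thresholds in the direction of the table, as did its 3 genes for benzoate. The table comes from these same arrays, so this is no independent support. Those 21 fell to 6 without sorbate array 1, 13 without fructose array 1, 12 without fructose array 3 and 0 with the Y-linked mean as a covariate. Of the 3 benzoate genes, 1 passed without fructose array 2, fructose array 3, benzoate array 2 or benzoate array 3.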

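The fatty acid hydroxylases Cyp4a12a and Cyp4a12b, which male mouse liver expresses more, were near the floor of the arrays with sorbate and among the stronger signals on fructose alone. Cyp4a12a had a log2 signal of 4.73 ± 0.52 (SD, n = 3) with sorbate and 15.85 ± 0.19 (SD, n = 3) on fructose, so that it fell at least 706-fold (adjusted p = 0.00899 from limma). Cyp4a12b fell at least 345-fold (adjusted p = 0.0076 from limma), from 14.82 ± 0.20 to 5.04 ± 0.24, and all 3 sorbate arrays had both genes under the median of the negative controls. Cyp2b9, a P450 that female mouse liver expresses more, rose at least 3305-fold (adjusted p = 0.0115 from limma), from 5.82 ± 0.73 to 18.16 ± 0.09, with 2 of 3 fructose arrays under that median. Its close relative Cyp2b13 rose at least 447-fold, with 3 of 3 under it. Members of both families have similar sequences and may share probes. On the same sorbate arrays the Y-linked genes Eif2s3y, a translation factor subunit, and Uty and Kdm5d, histone demethylases, were at least 23.1-, 18.0- and 2.92-fold lower than on fructose. These arrays thus read as female and the fructose arrays as male. On benzoate arrays 1, 2 and 3, Cyp2b9 read 4.80, 18.46 and 18.59 and Cyp4a12a 15.90, 4.86 and 4.51, while the Y-linked gene Uty read 10.89, 4.04 and 4.14. With the Y-linked mean as a covariate in limma, the adjusted p of Cyp4a12a was 0.82, that of Cyp4a12b 0.731 and that of Cyp2b9 0.991. In the same order, without sorbate array 1 the adjusted p from limma was 0.0544, 0.0544 and 0.0651. The log2 differences there were −10.95, −9.85 and 12.39, against −11.12, −9.78 and 12.35 on all arrays. Cyp4a12a also missed the FDR without fructose array 3 (0.0508). Cyp2b9 missed it without fructose array 1 (0.0704), fructose array 3 (0.0644) or sorbate array 2 (0.0606). With trended and robust variances the 3 adjusted p were 0.0773, 0.0683 and 0.0965. The shared spread includes the benzoate arrays, with an SD of 7.92 for Cyp2b9 and 6.48 for Cyp4a12a, against 0.73 and 0.19 on fructose. With only sorbate and fructose in the fit, all 21 named genes of Table S1 passed.

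**Figure D2:**
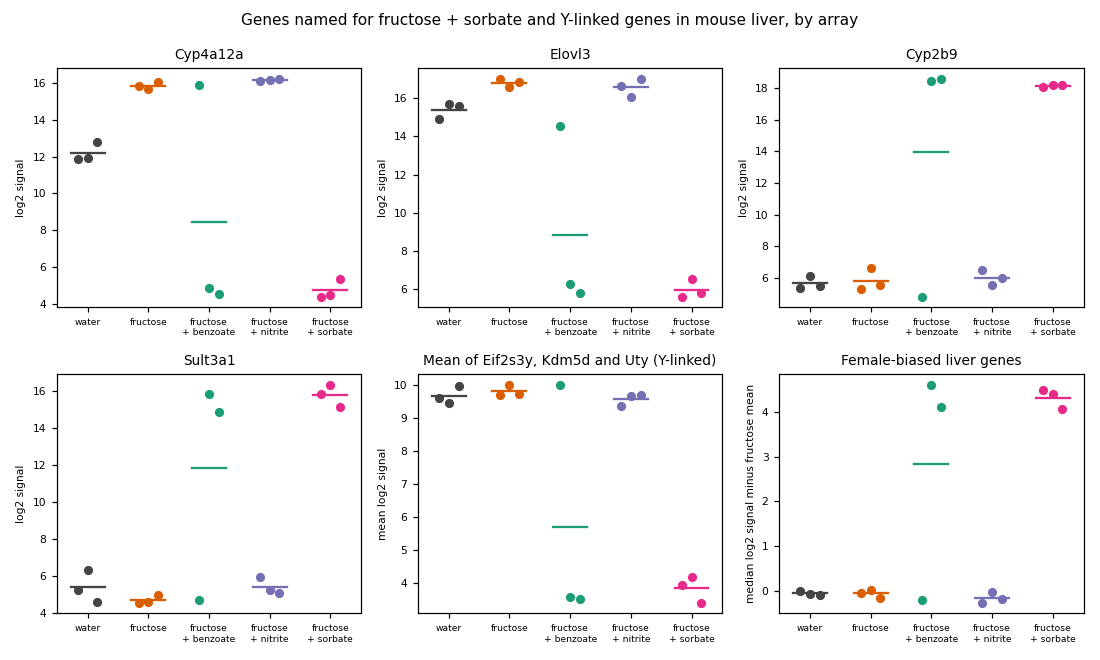
Log2 signal of genes that changed with sorbate and mean log2 signal of 3 Y-linked genes on each array, by treatment group. The last panel shows the median of female-biased liver genes relative to the mean of the fructose arrays. Points are the 3 arrays of a group and horizontal lines their mean. On benzoate arrays 1, 2 and 3 Cyp2b9 reads 4.80, 18.46 and 18.59 and the Y-linked mean 10.00, 3.57 and 3.51.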

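Elovl3, an elongase of very long-chain fatty acids that male mouse liver expresses more, had a log2 signal of 5.97 ± 0.49 (SD, n = 3) with sorbate and 16.81 ± 0.20 (SD, n = 3) on fructose. It fell at least 1288-fold (adjusted p = 0.00227 from limma), with 2 of 3 sorbate arrays under the median of the negative controls. Sult3a1, a sulfotransferase that female mouse liver expresses more, rose at least 647-fold (adjusted p = 0.008 from limma), from 4.71 ± 0.23 to 15.77 ± 0.59, with 3 of 3 fructose arrays under that median. Other genes of the sorbate heatmap that rose were A1bg (at least 58.6-fold), a plasma glycoprotein, the organic anion transporter Slc22a26 (log2 fold change 7.41) and Hao2 (at least 3.74-fold), a peroxisomal hydroxyacid oxidase, and the major urinary proteins Mup20 (−6.29) and Mup6 (−3.46) fell. The paper chose the heatmap genes by the lowest FDR on these same arrays; of 40, 34 are named here, 25 higher and 9 lower with sorbate, and Gm4794, Sds, Ddx3y and Mup-ps19 are among those not named here. Of 28 female-biased liver genes, 17 rose and 0 fell (25 higher when adjusted over the list alone), and of 20 male-biased genes 11 fell and 0 rose (17 lower when adjusted over the list alone). The paper names 9 of the female-biased and 5 of the male-biased genes, and without them the medians were 3.68 and −2.07. The adjusted p from camera was 2.22e-36 and 2.18e-26 at the preset correlation (adjusted p = 0.0618 and 0.0618 with an estimated correlation). With the Y-linked mean as a covariate in limma, Elovl3 stood at −3.10 (adjusted p = 0.161) and Sult3a1 at 1.38 (adjusted p = 0.749). Without sorbate array 1, Sult3a1 stood at 11.03 (adjusted p = 0.0544 in limma), against 11.06 on all arrays. With trended and robust variances in limma its adjusted p was 0.0702.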

Other notable genes affected by preservatives included Elovl3 (involved in fatty acid elongation), which was downregulated by 1835-fold, and Sult3a1 (involved in lipid metabolism), which was upregulated by 2267-fold in the fructose plus sorbate group. These changes highlight the potential of food preservatives to affect lipid metabolism in the fructose-exposed liver.

In conclusion, our results show that fructose consumption induces widespread changes in hepatic gene expression that are consistent with the development of MASLD. Furthermore, we show for the first time that common food preservatives can significantly modulate these fructose-induced changes, which may alter the course of MASLD progression. These findings highlight the need for further investigation of the combined effects of fructose and food preservatives on liver health.

## 4. Discussion

This study provides new insights into the synergistic effects of fructose and food preservatives on the pathogenesis of MASLD. While fructose alone induced liver injury, its combination with certain preservatives, particularly potassium sorbate, resulted in more pronounced liver injury and triggered extensive changes in the gut microbiota and host immune responses. Histological analysis revealed that the combination of fructose and sorbate caused the most severe liver pathology, with significant steatosis, inflammatory cell infiltrates, and early-stage fibrosis. This synergistic effect was also supported by biochemical analyses, which showed that the fructose–sorbate combination led to the most pronounced increases in liver enzymes (ALT, AST, ALP) and changes in lipid profiles. These findings are consistent with previous studies demonstrating the hepatotoxic potential of fructose [11] and highlight the potential of common food preservatives to amplify these effects.

Metataxonomic analysis revealed differential effects on bacterial and fungal communities. Interestingly, bacterial alpha diversity remained stable across all treatments, but fungal diversity was significantly reduced by the fructose–sorbate combination. This highlights the need to study both the bacterial and fungal components of the gut microbiome. It should be emphasized that the study of the fungal microbiome, an often-overlooked factor, should be an integral part of MASLD research [28]. The observed reduction in fungal diversity could have important implications for metabolic health, given the emerging role of the mycobiome in regulating host metabolism [29].

Beta-diversity analyses revealed significant shifts in the composition of both bacterial and fungal communities. The fructose–sorbate and fructose–benzoate combinations caused the most extensive changes, especially in the bacterial phyla Verrucomicrobia, Proteobacteria, and Bacteroidota. The increase in Verrucomicrobia was remarkable and was mainly caused by the expansion of the genus *Akkermansia*. The increase in Akkermansia was the most prominent in the fructose–benzoate group. While *Akkermansia muciniphila* is often considered beneficial in metabolic disorders due to its ability to improve intestinal barrier function and reduce inflammation [30], its excessive increase (over four-fold in our study) may have paradoxical effects. As a mucolytic bacterium, the *Akkermansia* overgrowth could potentially compromise the mucus layer, leading to increased intestinal permeability, which is consistent with our findings on intestinal permeability. This could facilitate the translocation of bacterial products and contribute to liver inflammation and the progression of MASLD. The observed changes in specific microbial taxa are likely to have a significant functional impact on host metabolism and the progression of MASLD.

Of particular concern is the increased abundance of *Candida* observed with all fructose-based treatments. Recent studies have shown that MASLD patients have an altered mycobiome, leading to increased immune responses to *Candida albicans* [31,32]. This alteration may contribute to systemic inflammation and metabolic dysregulation. *Candida* species are known to affect the host metabolism through multiple mechanisms, including alterations in glucose homeostasis and the lipid metabolism, which may exacerbate MASLD. In addition, the reduced fungal diversity observed in the fructose sorbate group may indicate a loss of beneficial fungal species that play a role in maintaining metabolic health. This reduction in diversity could lead to a less resilient gut ecosystem, potentially making the host more susceptible to metabolic disorders and inflammatory stimuli.

Taken together, these microbial shifts suggest a dysbiosis that favors a pro-inflammatory, metabolically dysregulated gut environment. The altered microbial community likely affects the host metabolism through multiple pathways, including alterations in short-chain fatty acid production, bile acid metabolism, and intestinal barrier integrity. Future studies should focus on investigating the specific metabolites of these altered microbial communities and their direct effects on liver function and lipid metabolism.

Our study revealed an interesting pattern in intestinal permeability. While fructose alone did not significantly increase permeability, its combination with preservatives, particularly sorbate and benzoate, led to a significant increase. This suggests that preservatives enhance the ability of fructose to disrupt the intestinal barrier function, possibly facilitating the translocation of bacterial products and contributing to liver inflammation [33].

Cytokine profiling experiments provided valuable insights into the immunomodulatory effects of fructose–preservative combinations. The organ-specific nature of these effects, with the mesenteric lymph nodes (MLN) showing the most pronounced changes, suggests a critical role for gut-associated lymphoid tissue in mediating immune responses to these dietary components. The fructose–sorbate combination induced a pro-inflammatory cytokine profile characterized by increased levels of IFNγ, TNFα, IL-6, and IL-17A, which may contribute to the exacerbation of liver injury [34].

Gene expression analysis revealed extensive transcriptional changes induced by fructose and further modulated by preservatives. The upregulation of genes involved in lipid metabolism (e.g., Me1, Acsl1) and oxidative stress (e.g., Aox1) is consistent with the known mechanisms of fructose-induced liver injury [35]. However, the observed upregulation of potentially protective genes (e.g., Csad, Abca1) suggests the activation of compensatory mechanisms that should be further investigated. Importantly, our study demonstrates for the first time that common food preservatives can significantly modulate fructose-induced changes in hepatic gene expression. The dramatic changes in the expression of cytochrome P450 enzymes after treatment with preservatives, particularly sorbate, suggest that these additives may profoundly affect xenobiotic and lipid metabolism in the context of fructose-induced metabolic changes.

The results of the gene expression analysis show that fructose induces extensive changes in gene transcription that are further modulated by preservatives. The overexpression of genes associated with the fatty acid metabolism (e.g., ME1 and ACSL1) and reactive oxygen species (ROS) production (e.g., AOX1) is consistent with the established mechanisms of fructose-induced liver injury [31]. However, the observed increase in the expression of potentially protective genes, including Csad and Abca1, suggests that compensatory mechanisms may be activated, which warrants further investigation. Notably, this study demonstrates for the first time that common food preservatives can significantly modulate fructose-induced changes in hepatic gene expression. The significant shifts in the expression of cytochrome P450 enzymes following the administration of preservatives, particularly sorbate, suggest that these additives may have a profound effect on xenobiotic and lipid metabolisms.

Our findings are consistent with and extend recent research on the role of diet and the gut microbiome in MASLD. A comprehensive review by Semmler et al. [36] highlighted the importance of dietary interventions in the treatment of MASLD, with a focus on calorie restriction and adherence to a Mediterranean diet. Our study provides experimental evidence to support these dietary recommendations by demonstrating the detrimental effects of high fructose consumption, particularly when combined with food preservatives. While Semmler et al. discussed the potential benefits of intermittent fasting in reducing liver fat content, our findings suggest that certain food additives may counteract these benefits by disrupting metabolic homeostasis and altering the gut microbiome. The review also highlighted the emerging role of personalized nutrition based on genetic background and microbiome composition. Our findings on the differential effects of preservatives on gut bacterial and fungal communities highlight the complexity of diet–microbiome interactions and underscore the need for personalized approaches to the treatment of MASLD. By elucidating the synergistic effects of fructose and preservatives on hepatic gene expression and the gut microbiota, our study provides new insights into the mechanisms by which modern dietary patterns may contribute to the progression of MASLD and builds on the current understanding of the role of diet in liver health.

Our data suggest several potential mechanisms by which fructose and preservatives may synergistically promote the progression of MASLD: (a) increased hepatic lipid accumulation due to the upregulation of lipid metabolism genes; (b) mitochondrial dysfunction and cellular damage due to increased oxidative stress; (c) intestinal barrier dysfunction leading to the increased translocation of bacterial products and liver inflammation; (d) altered xenobiotic and lipid metabolism due to changes in the expression of cytochrome P450 enzymes. The development and progression of MASLD are likely facilitated by these interrelated pathways. Future research should focus on confirming these mechanistic links by examining how these pathways are inhibited or activated.

Our human microbiota-associated mouse model provides valuable insights into the interactions between diet, gut microbiota, and host metabolism in the context of MASLD. However, we acknowledge several limitations that may complicate the direct translation of our findings into human physiology. Although, the doses of fructose (10% *w*/*v* in drinking water) and food preservatives used in our study were chosen to model high fructose consumption and the maximum allowable intake of preservatives in humans, they may not perfectly reflect the complexity and variability of the human diet. In addition, human dietary habits and metabolism may differ significantly from those of mice. In addition, our study design focused on the effects of preservatives in a fructose-induced MASLD model without pure preservative groups, which limited our ability to study isolated preservative effects. We also acknowledge that our histological analysis was performed only on paraffin-embedded, H&E-, and Masson trichrome-stained specimens and not on frozen sections, which would have provided additional confirmation of hepatic steatosis. Finally, although our sample size was sufficient to detect significant effects for the primary outcomes, future studies with larger animal cohorts may reveal additional subtle effects of the fructose–preservative combinations.

Despite these limitations, our findings on the synergistic effects of fructose and preservatives on the gut microbiota, intestinal permeability, and hepatic gene expression provide important mechanistic insights that are likely to be relevant to the pathogenesis of MASLD. Several human studies have shown an association between high fructose intake and the development of MASLD [11,35,37]. There is also increasing evidence that food additives may affect the human gut microbiota and its physiology [12,13,38].

Future research should also include preservative-only groups to gain a full understanding of the independent and synergistic effects of these additives on the development of MASLD. It would be useful to conduct longitudinal studies to investigate the long-term effects of the observed changes in gut microbiota, immune function, and hepatic gene expression, and to validate the findings in clinical trials. In addition, future research should focus on the investigation of the underlying molecular mechanisms.

Our findings have important implications for public health and dietary recommendations. The identified synergistic effects of fructose with specific preservatives highlight the urgent need to re-evaluate existing dietary guidelines. It is imperative that regulatory agencies evaluate the individual effects of food additives and their potential interactions with other dietary components in order to establish safe consumption levels for these dietary components.

These findings underscore the importance of encouraging the consumption of whole, minimally processed foods, not only in patients with MASLD, but also in the general public. We also believe that healthcare providers should advise MASLD patients to minimize their consumption of food preservatives, especially when consuming foods that are high in fructose.

The results of our study highlight the possibility of using microbiome modulation as a therapeutic approach for the prevention and treatment of MASLD. Targeted probiotic interventions, such as supplementation with specific *Lactobacillus* or *Bifidobacterium* strains, may prove to be an effective strategy to restore beneficial bacterial populations and reduce pro-inflammatory effects. Prebiotic supplements have the potential to stimulate the growth of beneficial microbes, which may improve gut barrier function and reduce inflammation. In addition to prebiotic supplementation, a diet that is rich in complex carbohydrates and fermentable fiber may naturally promote the development of a more diverse and resilient gut microbiome. Given the observed increase in oxidative stress, antioxidant therapies may prove beneficial in reducing liver damage. These potential intervention strategies need to be further investigated in both preclinical and clinical studies to determine their efficacy in preventing and treating MASLD associated with high fructose and preservative consumption.

## 5. Conclusions

Our findings reveal the existence of synergistic effects of dietary fructose and food preservatives, particularly potassium sorbate, and their involvement in the pathogenesis of MASLD. We demonstrated that these dietary components collectively induce potentially deleterious changes in the gut microbiota, disrupt intestinal barrier function, and induce liver damage. These findings suggest that dietary guidelines for the management of MASLD should consider not only macronutrient composition, but also the presence of common food additives.

We believe that our study provides valuable mechanistic insights. However, we must acknowledge several limitations. The use of a human microbiota-associated mouse model, while sophisticated, may not fully represent human MASLD pathogenesis. In addition, the fructose and preservative doses used may not perfectly reflect human dietary patterns. Our study design, which did not include preservative-only groups, limits our ability to differentiate the independent effects of these additives from their synergistic interactions with fructose.

These findings suggest several directions for future research. Clinical trials are needed to validate our findings in human populations and to explore potential therapeutic interventions targeting the identified pathways. Long-term studies that examine the effects of the combined consumption of fructose and preservatives would provide valuable insights into the consequences of chronic exposure. Future experimental designs should include preservative-only groups and use metagenomic and metabolomic approaches to better understand the functional implications of the observed microbial changes.

## Figures and Tables

**Figure 1:**
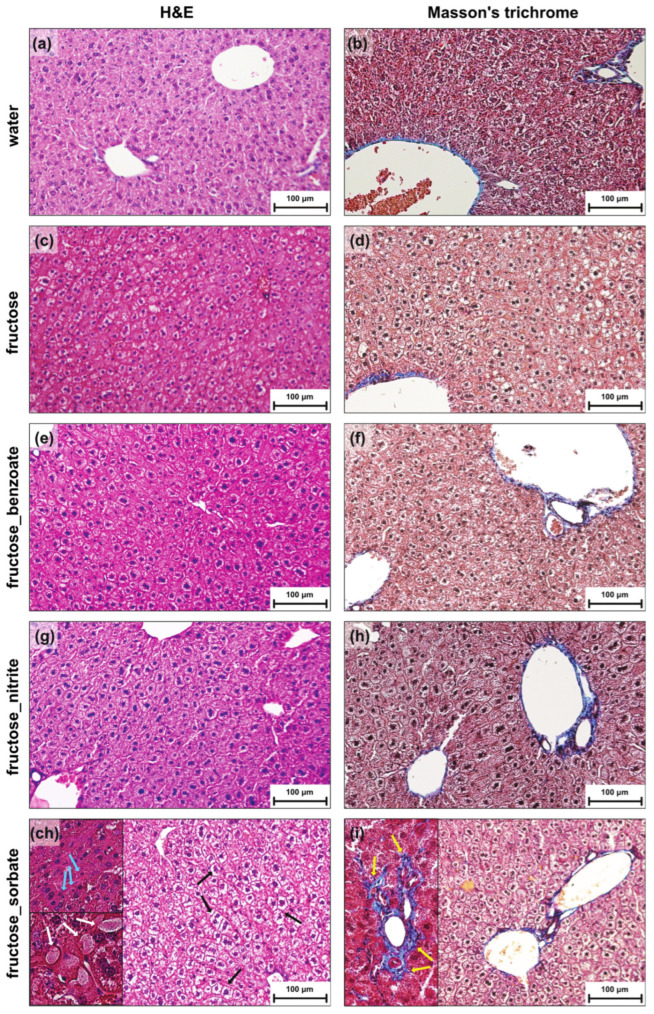
Histological analysis of liver sections from mice treated with fructose in combination with preservatives. Representative H&E and Masson’s trichrome stained liver sections from (**a**,**b**) control mice and mice treated with (**c**,**d**) fructose, (**e**,**f**) fructose + benzoate, (**g**,**h**) fructose + nitrite, and (**ch**,**i**) fructose + sorbate. Scale bars represent 100 μm. (**a**,**b**) Water-treated control liver shows normal hepatic architecture with no evidence of steatosis, inflammation, or fibrosis. (**c**–**i**) Livers from mice treated with fructose alone and in combination with preservatives exhibit varying degrees of steatosis, characterized by the presence of lipid droplets within the hepatocytes. (**ch**) Livers from mice treated with fructose + sorbate show an extensive steatosis with ballooning degeneration of hepatocytes (black arrows), disruption of normal lobular architecture, an infiltration of mononuclear inflammatory cells (upper inset, blue arrows), glycogen deposition (lower inset, white arrows), and (**i**) early stages of fibrosis (left inset, yellow arrows).

**Figure 2:**
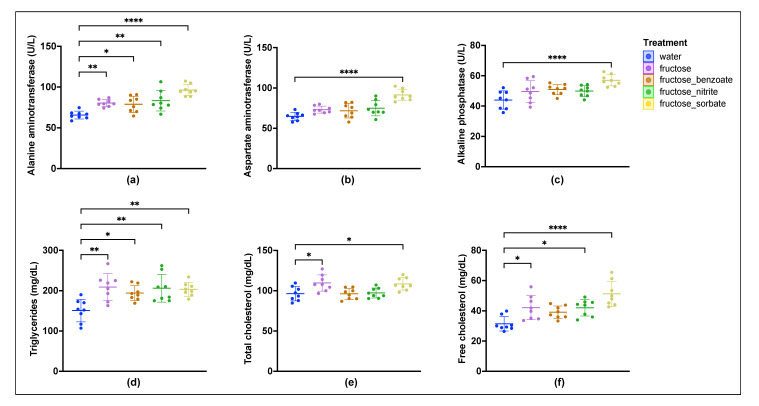
Effects of fructose and food preservatives on liver function markers and lipid profiles in mice. Plasma levels of liver enzymes and lipids were measured. (**a**) Alanine aminotransferase (ALT), (**b**) aspartate aminotransferase (AST), (**c**) alkaline phosphatase (ALP), (**d**) triglycerides, (**e**) total cholesterol, and (**f**) free cholesterol. Data are expressed as mean ± SD. Statistical analysis was performed by one-way ANOVA followed by Tukey’s multiple comparison test. Asterisks indicate significant differences compared with the water control group: * *p* ≤ 0.05, ** *p* ≤ 0.01, and **** *p* ≤ 0.0001.

**Figure 3:**
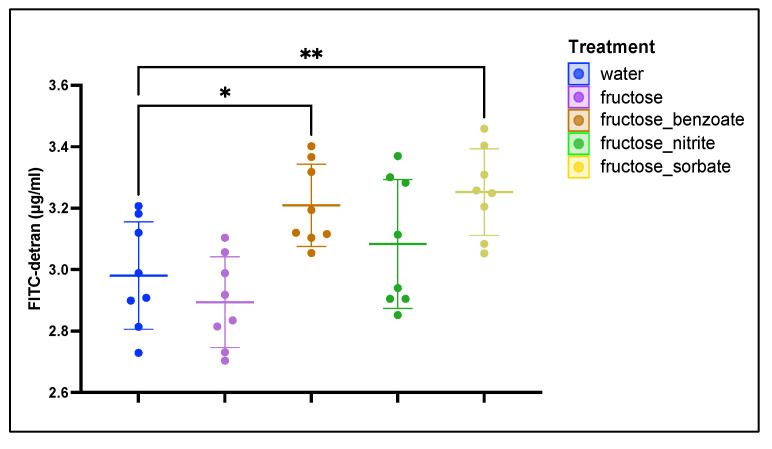
Intestinal permeability measured by FITC–dextran absorption. Intestinal permeability was determined by the oral administration of FITC–dextran (4 kDa) and subsequent measurement of plasma fluorescence after 4 h. Mice were treated with water (control), fructose alone, or fructose in combination with benzoate, nitrite, or sorbate. Data are presented as mean plasma FITC–dextran concentrations (μg/mL) ± standard deviation. Statistical significance was determined by one-way ANOVA followed by Dunnett’s post hoc test. * *p* < 0.05, ** *p* < 0.01. *n* = eight mice per group.

**Figure 4:**
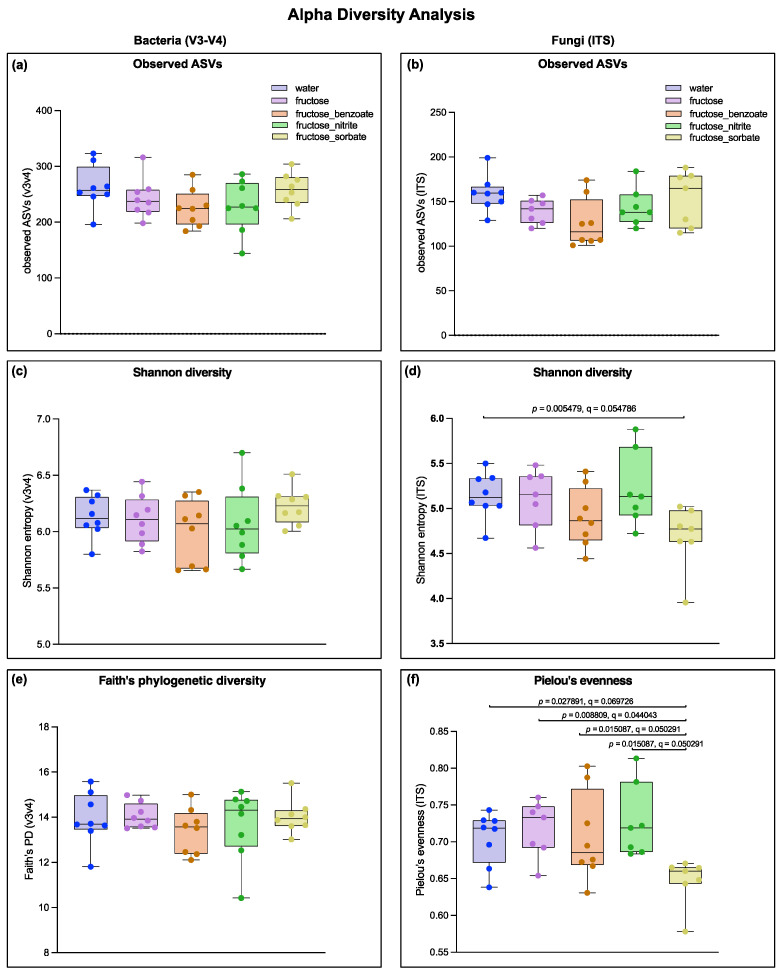
Analysis of alpha diversity of bacterial (16S V3-V4) and fungal (ITS) communities. Measures of bacterial alpha diversity: (**a**) observed ASVs, (**c**) Shannon diversity index, and (**e**) Faith’s phylogenetic diversity. Measures of alpha diversity for fungi: (**b**) observed ASVs, (**d**) Shannon diversity index, and (**f**) Pielou’s evenness. Shannon diversity index represents both the richness and evenness of species, while Faith’s Phylogenetic diversity considers the phylogenetic differences between species. Higher values indicate greater diversity. Pielou’s evenness ranges from 0 to 1, with 1 indicating complete evenness in species abundance. Each point represents a single sample, with boxplots showing the median and interquartile range. The colors indicate different treatment groups: water (control), fructose, fructose + benzoate, fructose + nitrite, and fructose + sorbate. *n* = eight mice per group. Statistically significant differences (*p* < 0.05) between groups are indicated by *p*-values and q-values (FDR-corrected *p*-values). Bacterial alpha diversity metrics showed no significant differences between treatment groups. In contrast, fungal communities showed significant differences in Shannon diversity (*p* = 0.005479, q = 0.054768) and Pielou’s evenness (*p* = 0.027891, q = 0.069726) for the fructose–sorbate group compared to the control group, suggesting that the treatments had a stronger effect on fungal community structure than on bacterial community structure. Data were analyzed using QIIME2 and graphs were generated using GraphPad Prism 10.

**Figure 5:**
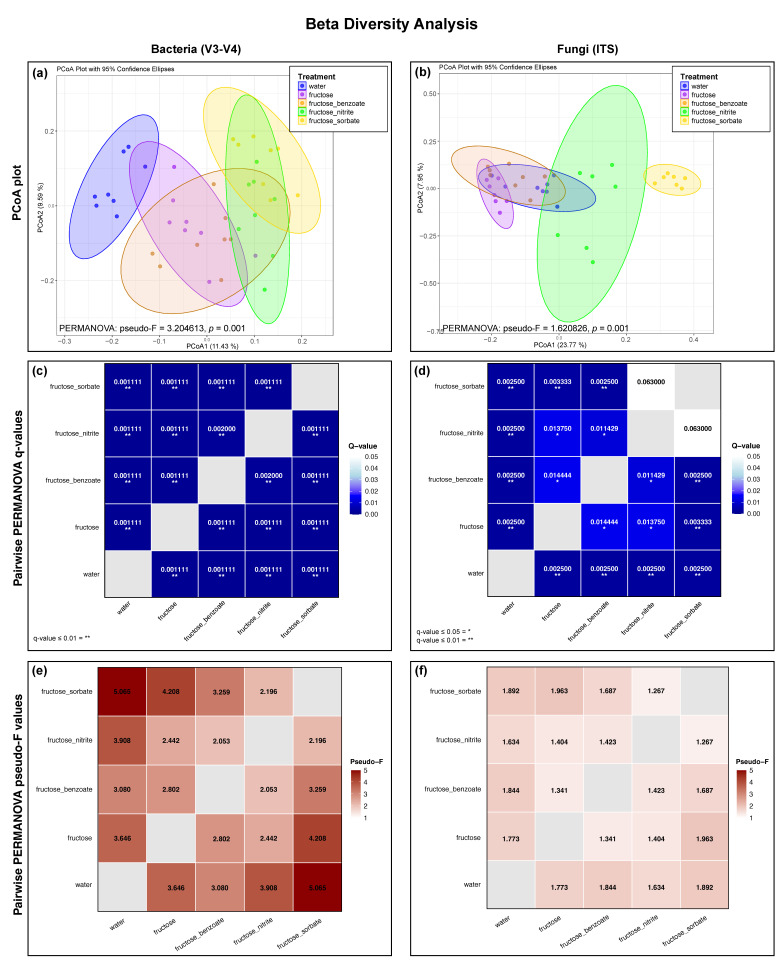
Beta diversity analysis of bacterial (16S V3-V4) and fungal (ITS) communities. (**a**,**b**) Principal Coordinate Analysis (PCoA) plots based on weighted UniFrac distances for bacteria and Bray–Curtis dissimilarities for fungi. Each point represents one sample, with colors indicating treatment groups. The closer the points, the more similar the community composition. (**c**–**f**) Heatmaps showing pairwise PERMANOVA results. Darker colors in (**c**,**d**) indicate lower q-values (stronger statistical significance), while darker colors in (**e**,**f**) indicate higher pseudo-F values (larger effect sizes). PERMANOVA analysis shows the significant effects of treatments on both bacterial and fungal communities. Pairwise comparisons also revealed significant differences (q < 0.05) between most treatment groups for both bacterial and fungal communities. Greater differentiation was observed for bacterial communities (lower q values and higher pseudo-F values). Data were analyzed using QIIME2 and plots were generated using R Studio.

**Figure 6:**
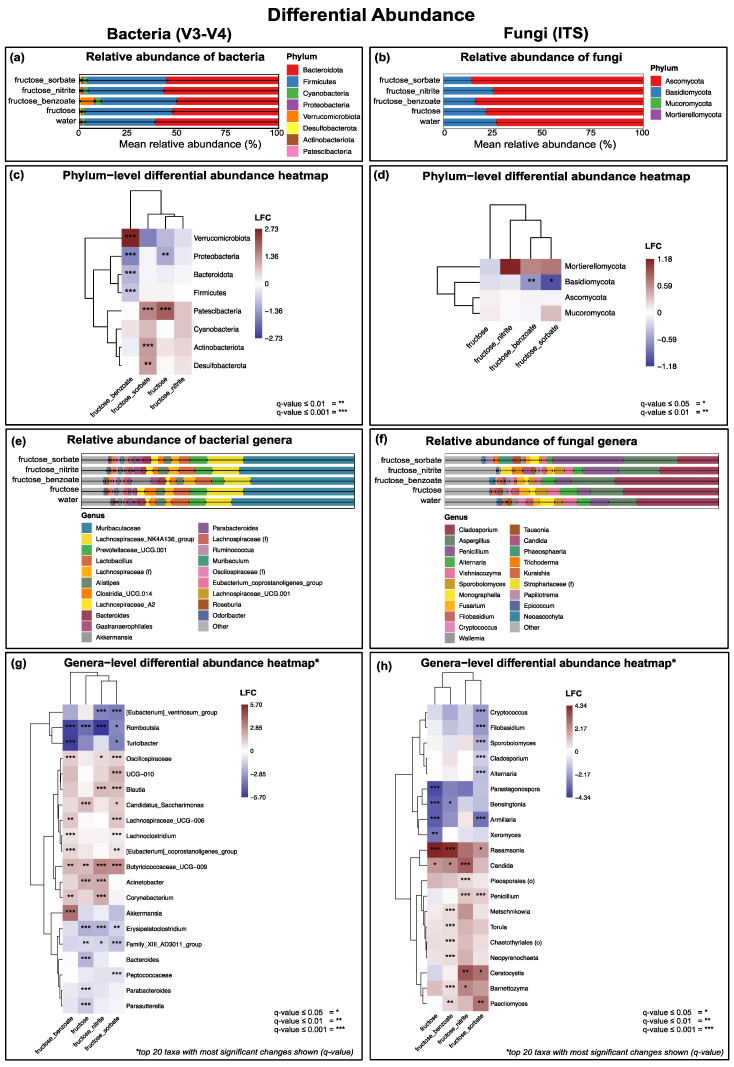
Differential abundance analysis of bacterial (16S V3-V4) and fungal (ITS) communities. (**a**,**c**,**e**,**g**) Bacterial community analysis: (**a**) stacked bar graph showing the relative abundance of bacterial phyla across treatment groups; (**c**) heatmap showing differential abundance at the phylum level, where colors represent log fold changes (LFC) relative to the water control group; (**e**) stacked bar graph showing the relative abundance of the top 20 bacterial genera across treatment groups; (**g**) heatmap showing differential abundance at the genus level for the top 20 taxa with the most significant changes (based on q-values), where colors represent log fold changes (LFC) relative to the water control group. (**b**,**d**,**f**,**h**) Fungal community analysis: (**b**) stacked bar plot showing relative abundance of fungal phyla across treatment groups; (**d**) heatmap showing differential abundance at the phylum level, where colors represent log fold changes (LFC) relative to the water control group; (**f**) stacked bar graph showing the relative abundance of the top 20 fungal genera across treatment groups; (**h**) heatmap showing differential abundance at the genus level for the top 20 taxa with the most significant changes (based on q-values), where colors represent log fold changes (LFC) relative to the water control group. For both bacterial and fungal heatmaps, statistical significance is indicated by asterisks: * q ≤ 0.05, ** q ≤ 0.01, *** q ≤ 0.001. Treatment groups are indicated as water (control), fructose, fructose + benzoate, fructose + nitrite, and fructose + sorbate. *n* = eight mice per group. Bacterial communities showed significant changes in all phyla except Cyanobacteria, with notable changes at the genus level in *Akkermansia*, *Acinetobacter*, Butyricicoccaceae, *Blautia*, and many others. Fungal communities showed significant shifts, mainly in the Basidiomycota phyla, with genus-level changes observed in *Rasamsonia*, *Candida*, and *Penicillium*, among others. The data were analyzed using QIIME2 and graphs were generated using R studio.

**Figure 7:**
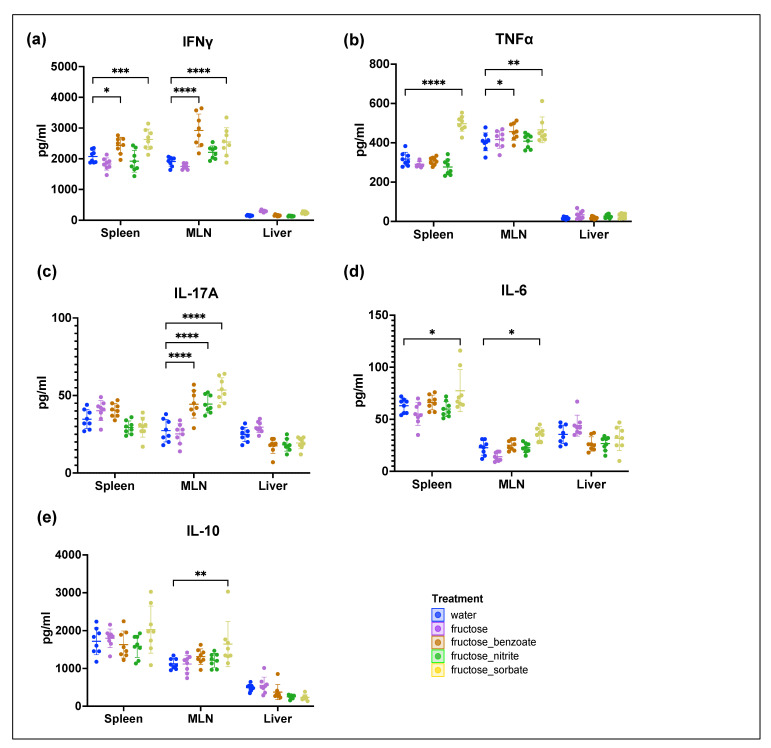
Cytokine profiles of multiple organs in response to fructose and preservative treatments. Cytokine levels were measured in the spleen, mesenteric lymph nodes (MLN), and liver tissues using ELISA. The mice were treated with water (control), fructose alone, or fructose in combination with preservatives (benzoate, nitrite, or sorbate). Quantified cytokines include (**a**) IFNγ, (**b**) TNFα, (**c**) IL-17A, (**d**) IL-6, and (**e**) IL-10. Data are presented as mean ± SD in pg/mL. Statistical significance was determined using two-way ANOVA followed by Tukey’s post hoc test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. *n* = eight mice per group.

**Figure 8:**
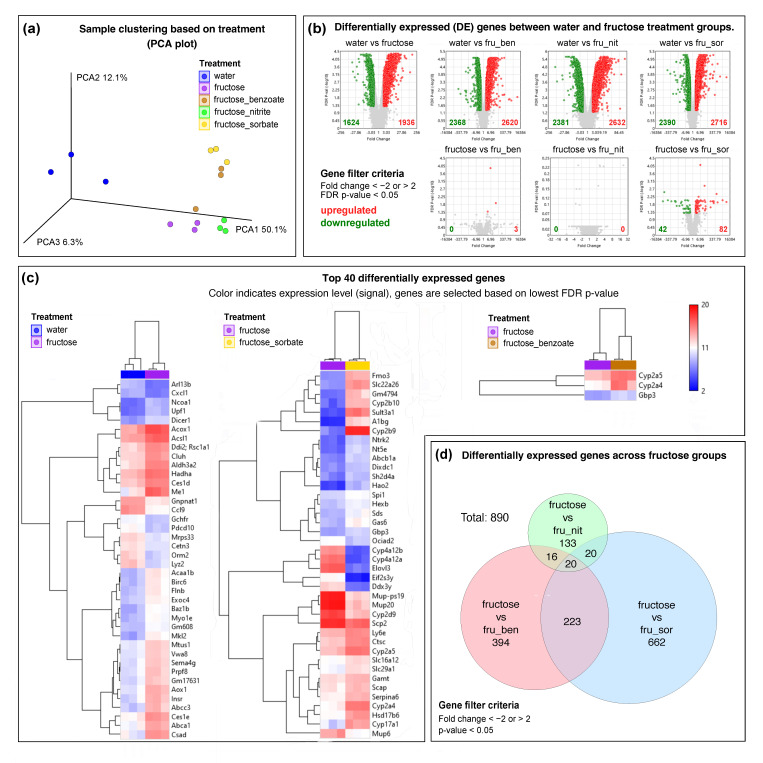
Gene expression analysis in liver tissue across different fructose-based treatments. (**a**) PCA plot showing sample clustering based on treatment groups (three mice/group). Each dot represents a sample, and colors indicate different treatments. The percentage of variance explained by each principal component is shown on the axes. (**b**) Volcano plot showing the differentially expressed genes between the water and fructose treatment groups. The *x*-axis represents the fold change in expression, while the *y*-axis shows the −log10 of the FDR *p*-value. Each dot represents a gene, with red dots indicating significantly up-regulated genes and green points indicating significantly down-regulated genes. The genes were filtered based on the following criteria: fold change < −2 or >2; FDR *p*-value < 0.05. (**c**) Hierarchical clustering heatmap of top 40 differentially expressed genes between water- and fructose-based treatments. The colors indicate the expression level (signal), with genes selected based on the lowest FDR *p*-value. Clustering was performed on both genes and samples using Euclidean distance metric and the complete linkage method (maximum distance between pairs of objects in clusters). The length of the dendrogram branches represents the degree of similarity between clusters, with shorter branches indicating more closely related objects. (**d**) Venn diagram showing the overlap of differentially expressed genes across all fructose–preservative treatment comparisons. Numbers indicate unique and shared differentially expressed genes between groups. Gene filter criteria: Fold change < −2 or >2; FDR *p*-value < 0.05.

## Data Availability

The original contributions presented in the study are available in the article/Supplementary Materials. The raw metagenomics and gene expression data have been deposited in the NCBI repositories and are publicly available. The 16S rRNA and ITS sequencing data have been deposited in the NCBI Sequence Read Archive (SRA) under BioProject accession number PRJNA1148934, accessible at https://trace.ncbi.nlm.nih.gov/Traces/study/?acc=PRJNA1148934&o=acc_s%3Aa (accessed on 8 August 2024). Gene expression data from the Clariom S arrays are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE275135, which can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275135 (accessed on 8 August 2024). These datasets are available for use by researchers in accordance with the terms of the respective repositories.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16213722/s1, Table S1: Key gene expression changes in fructose-induced MASLD model. The modulating effect of food preservatives.

How the deposited data were processed for this re-analysis (not part of the article)

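Liver RNA of 15 mice, 3 in each of 5 groups (water, fructose, and fructose with sodium benzoate, sodium nitrite or potassium sorbate), was measured on Clariom S mouse arrays. The deposited values are log2 signals per probe set that the authors background-corrected, normalized between arrays and summarised before deposition, with SST-RMA in the Transcriptome Analysis Console 4.0.2 per the methods and with RMA in the Affymetrix Expression Console 1.4 or the Transcriptome Analysis Console per the submitters' notes. Groups were taken from the sample labels. The labels give no sex, batch or scan date, and no scanner files were used here.

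The values entered R 4.3.3 (data.table 1.17.8) as deposited, without further scaling. Of 28846 entries, 6640 control probes were left out of the tests, 22206 probe sets were tested, and 19572 of these carry exactly 1 gene symbol. limma 3.58.1 fitted 1 mean per group to all 15 arrays, which share one estimate of the spread, since the paper's text does not name the arrays of each fit. A gene counted as altered at a fold change over 2 and an FDR under 0.05 (Benjamini-Hochberg over the tested probe sets), and for the preservatives against fructose also at an unadjusted p under 0.05, as in the paper. A gene with several probe sets is given by the one with the highest mean. Where a signal lay under the median of the negative control probes of its array, the fold is a bound against that median, a rule set after the data were seen.

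Principal components were computed on gene-centred, unscaled values of all tested probe sets, and scores of 2 groups were compared with an exact permutation test, whose smallest p with 3 arrays against 3 is 0.1. Gene lists, 30 in number, were fixed beforehand from general knowledge. Members were counted at an FDR under 0.05 with any fold change, adjusted over all probe sets and over the list alone, and camera was run with its preset correlation of 0.01 and with an estimated correlation. The Y-linked mean of an array is the mean of 3 genes, since Ddx3y is not named in the annotation. Xist, the X inactivation transcript, is not named there either. The overlap of the preservative comparisons was set beside 100 simulations of unchanged groups against shared simulated controls, with each probe set drawn independently.

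Genes named in the text are those the paper names in its text, in Table S1 or in the heatmaps of Figure 8c, whose values in the paper had been seen. To these come, for each comparison, the 5 largest rises and 5 largest falls among altered genes with 1 symbol whose groups do not overlap, up to 4 members of each list (the 2 largest rises and the 2 largest falls), and the Y-linked genes. Where no gene passed the FDR, the unadjusted p was used. These rules, the tests and the alternatives were set before the data were examined, apart from those named in the closing section as chosen after seeing the data.

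The fit was tested on simulated data made from the real values of sorbate against fructose over 22206 probe sets: 76% of 100 genes changed by 1.5 (log2) and 97% of 100 changed by 3 were called, with 9 false calls. The arrays carry no read depth, and their number limits the precision. Arrays of one group correlated at 0.965 to 0.989, and arrays of different groups at 0.904 to 0.988.

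The alternatives were quantile normalization, arrays centred on their median, leaving out probe sets with a mean under the 30th percentile, only probe sets with 1 symbol, trended and robust variances, array weights, the replicate number as a block, the Y-linked mean as a covariate, only the 2 groups compared, and each array left out in turn. After the data were seen, the level of the 4 hybridization controls was added as a covariate, and water arrays 1 and 2 were left out together. A correction for transcript length could not be run.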

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

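The tests on the hybridization controls, the slopes on the Y-linked mean within groups and the fits without water arrays 1 and 2 were chosen only after the result was seen. The tests of sex and of transcript length were written before.

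In the comparison of fructose with water, signals appeared in genes that the paper does not discuss. Of lipogenic genes that the paper does not name, 11 of 15 were higher, as were 11 of 14 of fructose and glucose metabolism, 14 of 25 of fatty acid oxidation and 8 of 15 of bile acids. Of very long transcripts 20 of 23 were higher, and 47 of 60 ribosomal protein genes and 53 of 97 respiratory chain genes were lower. The hybridization controls, which the paper does not report, differed by −0.94 (log2, fructose minus water), and the poly-A controls by −1.13. In the comparison of sorbate with fructose, 2 of 2 Y-linked genes that the paper does not name were lower. Sorbate and nitrite differed from each other in 82 probe sets in limma, in 1 with the Y-linked mean as a covariate and in 0 without sorbate array 1 or nitrite array 1.

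The changes between fructose and water were weighed against a difference in sex, in labelled target and in transcript length. A difference in sex is argued against by the Y-linked genes, whose median differed by −0.25 (log2). A difference in the amount of labelled target on the arrays may account for part of them. The slope on the hybridization controls was taken within the 3 preservative groups, none of which enters the comparison. Across all probe sets it had a Spearman correlation of −0.40 with the log2 fold change. The slope was negative for 1620 of 1891 higher and positive for 1165 of 1561 lower probe sets, and negative for 50.6% of all probe sets. The probe sets are not independent of each other. Benzoate array 1, with the highest controls of its group (12.40 against 12.08 and 11.99), also differed from the other 2 in Y-linked signal, so this slope is partly mixed with sex. With the controls as a covariate in limma, the median change of the 3452 probe sets went from 1.35 (median standard error 0.30) to 0.66 (0.50), and 3122 kept their sign. At the FDR 0 passed, because the change became smaller and its error larger. Among all tested probe sets, 1573 passed an unadjusted p in this fit, against 3598 without the covariate. Transcript length cannot be told apart from the treatment, because no lengths were at hand and the gap of 2.89 between the medians of long transcripts and ribosomal protein genes has either reading; fructose itself stays open, since it separates the same arrays as the controls do.

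The changes between sorbate and fructose were weighed against a difference in the sex of the mice, which the labels do not give and which the methods describe as evenly divided in each group of 8. Eif2s3y, Uty and Kdm5d each lay under the median of the negative controls on all 3 sorbate arrays and on 0 fructose arrays. By these genes the sorbate arrays read as female and the fructose arrays as male. The Y-linked genes had a median difference of −5.88 (log2). The male-biased and female-biased genes that the paper does not name had medians of −2.07 and 3.68. This difference in sex may account for much of the pattern. Within the benzoate and nitrite groups, which do not enter the comparison, the slope on the Y-linked mean had the sign that this reading needs for 125 of 138 probe sets. It gave medians of 0.67 and −1.29 for those higher and lower, against 1.71 and −2.05 measured. The Y-linked mean had an SD of 0.18 on the nitrite arrays and 3.73 on the benzoate arrays. The slope therefore rests in effect on benzoate array 1 against arrays 2 and 3, and the probe sets are not independent of each other. Array 1 also differed in its hybridization controls (12.40 against 12.08 and 11.99). With the Y-linked mean as a covariate in limma, the median change of the 141 probe sets went from 1.84 (median standard error 0.35) to 0.92 (0.50), and 134 kept their sign. Of the 141, 0 passed the FDR, because the change became smaller and its error larger, and the 1 probe set that passed was another. The slope in this fit also comes mainly from the benzoate arrays. An effect of sorbate stays open, since no sorbate array has a Y-linked signal like that of a fructose array.

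The changes between benzoate and fructose were weighed in the same way. The Y-linked genes had a median difference of −4.21 (log2), and the male-biased and female-biased genes that the paper does not name had medians of −1.34 and 2.16, so a different sex of the mice on these arrays may account for part of this pattern too. The Y-linked signal was high on benzoate array 1 and low on arrays 2 and 3, and without array 1 the count in limma was 171 instead of 3 (1 without array 2 or array 3). For nitrite the Y-linked genes differed from fructose by −0.38, which argues against a difference in sex there. An effect of benzoate stays open, since only benzoate array 1 has a Y-linked signal like that of the fructose arrays. With the Y-linked mean as a covariate in limma, 10 probe sets passed the FDR, 2 of them among the 3 called without it. That adjusted difference rests in effect on array 1 alone, so it does not decide the question.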

How the results depend on the processing

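The covariate from the hybridization controls and the fits without water arrays 1 and 2 were chosen only after the result was seen; the other alternatives were set before. Where a setting changed a count, the cause was not tested, apart from the fewer arrays or genes that a setting leaves. Signal over background limits the dimmest genes, and the number of arrays limits the precision of all.

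Quantile normalization, arrays centred on their median, no dim probe sets, only probe sets with 1 symbol, trended and robust variances, array weights and a fit of the 2 groups alone left every count against water within 1.5 times. Median centring and quantile normalization moved the median log2 change of all genes against water from −0.12, −0.19, −0.15 and −0.20 (fructose, benzoate, nitrite, sorbate) to between −0.07 and −0.04. Median centring gave 3008 higher and 1565 lower for benzoate against water, in place of 2567 and 2275, and 3131 higher and 1691 lower for sorbate, in place of 2698 and 2367. With the hybridization controls as a covariate in limma, 0 probe sets passed the FDR for fructose, 1 for benzoate, 0 for nitrite and 0 for sorbate against water, 12 passed for benzoate against fructose, and 0 genes of Table S1 passed for fructose. Without both water arrays 1 and 2, which leaves a lone water array assumed to vary like the other groups, the counts were 1033, 2545, 2803 and 2864, with 866, 2123, 2362 and 2389 of them also called on all arrays.

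With the Y-linked mean as a covariate, the counts were 3150 for benzoate and 1066 for sorbate against water, 10 for benzoate and 1 for sorbate against fructose (703 and 1254 at an unadjusted p), 1 for sorbate against nitrite and 7 for benzoate against nitrite, and 0 genes of Table S1 passed for sorbate. For benzoate against fructose (3 in all), median centring gave 10 (8 higher, 2 lower), leaving out dim probe sets 10, probe sets with 1 symbol 9, trended and robust variances 7 and array weights 232. For sorbate against fructose, array weights gave 451 and the 2 groups alone 465, and the 2 groups alone gave 261 for sorbate against nitrite. For Table S1, trended and robust variances left 11 sorbate genes, and the 2 groups alone left 1 benzoate gene. The share of PC1 was 35.8% with unit variance, 55.2% without dim probe sets and 65.8% on the 1000 most variable. At the FDR, 0 probe sets were shared by all 3 preservatives (24 at an unadjusted p, limma). With an estimated correlation in camera, 0 gene lists passed in each of the 7 comparisons with water or fructose (the preset correlation passed 14, 18, 16 and 19 for fructose, benzoate, nitrite and sorbate against water, and 17, 8 and 16 for the preservatives against fructose).

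The replicate numbers do not pair the arrays, since in none of the 7 comparisons did all 3 pairs with the same number correlate over 0.1 in their deviations. The correlations were 0.05, −0.07 and 0.12 for fructose, 0.01, −0.08 and 0.09 for benzoate, −0.07, −0.05 and −0.01 for nitrite and 0.06, 0.00 and 0.22 for sorbate against water, and 0.18, 0.04 and 0.11 for benzoate, 0.00, −0.04 and 0.04 for nitrite and 0.05, −0.01 and 0.07 for sorbate against fructose. With the replicate block, limma called 3478 probe sets for fructose against water, 1 for nitrite and 184 for sorbate against fructose.

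Leaving out each array in turn gave 2883 to 4877 for fructose, 4396 to 6290 for benzoate, 4553 to 6328 for nitrite and 4543 to 6527 for sorbate against water. Against fructose it gave 1 to 171 for benzoate, 0 to 0 for nitrite and 7 to 73 for sorbate, and at an unadjusted p 280 to 701, 93 to 213 and 518 to 900. Between preservatives it gave 0 to 0 (sorbate and benzoate), 0 to 61 (sorbate and nitrite) and 0 to 125 (benzoate and nitrite). The share of PC1 was 43.7 to 52.6%, and the genes of Table S1 were 18 to 18, 6 to 21 and 1 to 3 for fructose, sorbate and benzoate.

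Genes whose direction reversed did so with a covariate. With the Y-linked mean, Cyp2b9 stood at −0.088 and Cyp2b13 at −0.064 for sorbate against fructose, and Cyp2b13 at −0.16, Cyp4a12a at 2.43, Cyp4a10 at −0.13, Atf5 at −0.60, Alas2 at 0.10 and Ciart at 1.11 against water. With the hybridization controls, Itih4 stood at −0.32 for fructose and −0.036 for nitrite, and Col3a1 at −0.27, −0.20 and −0.79 for fructose, benzoate and nitrite against water. Also with these controls, Cyp4a10 stood at −0.32, Hyou1 at −0.13, Arntl at −0.52 and Igfbp1 at −0.28 for nitrite, and Atf5 at −0.24, Gzma at 0.32 and Egfr at −0.17 for sorbate against water. The values of Cyp2b9, Cyp2b13, Cyp4a12a, Ciart and Gzma rest in part on signals under the median of the negative controls and are no sizes of a change. A correction for transcript length was not run, since no transcript lengths were at hand.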

Differences from the paper's values

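The paper states that each preservative modulated the profile of fructose in its own way. Here 236 of the 326 probe sets for benzoate also passed for sorbate, all in the same direction. Simulated unchanged groups against shared controls had 24.5 in common on average (highest 36). The simulations thus include the sharing of controls, but they draw each probe set independently. They may therefore understate how far the overlap can vary among genes that move together. The sorbate arrays and benzoate arrays 2 and 3 also have a low Y-linked signal in common. In limma 0 probe sets separated sorbate from benzoate at the FDR (89 at an unadjusted p), while 82 separated sorbate from nitrite. The paper also states that the groups with preservatives differed significantly from fructose alone in the principal components. With 3 arrays a group no exact permutation test can give a p below 0.1, and benzoate overlapped fructose on PC1 (exact permutation test, p = 0.3) and nitrite on PC2 (exact permutation test, p = 0.5).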

Other observations

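The tests on PC1 and the hybridization controls were chosen only after the result was seen; the tests of the clock and of macrophages were written before the data were examined, and those of the splits after the counts were seen but before any split was run.

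Most lipogenic genes rose against water in each group with a preservative, in comparisons that share the same 3 water arrays. Of 16 lipogenic genes, 15 rose with benzoate, 13 with nitrite and 15 with sorbate (15, 15 and 15 adjusted over the list alone), with Fasn at 5.51, 6.10 and 6.80 and Pklr at 5.54, 5.05 and 6.00. The adjusted p of the lipogenic list from camera in limma was 3.34e-09, 7.12e-09 and 2.45e-11 (adjusted p = 0.171, 0.171 and 0.164 with an estimated correlation). Of 19 cholesterol synthesis genes, 7 fell with benzoate and 6 with nitrite (7 and 6 adjusted over the list alone), among them Idi1 (−3.09 and −3.18), and 12 and 13 did not pass the test. The adjusted p of this list from camera in limma was 0.0412 and 0.0245 (adjusted p = 0.593 and 0.588 with an estimated correlation). With sorbate 5 rose, among them Dhcr7 (2.10), the last step of the pathway, and Srebf2 (1.43), its regulator, and 2 fell (6 and 2 adjusted over the list alone), with an adjusted p of 0.13 from camera in limma. The counts of probe sets were 4842, 4966 and 5065 in limma, and 1 benzoate, 0 nitrite and 0 sorbate probe sets passed with the hybridization controls as a covariate. The counts were 3150, 4983 and 1066 when the Y-linked mean was the covariate.

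Against fructose alone, endothelial and interferon genes had medians above 0 with each preservative, and few passed the FDR. Of 15 sinusoidal endothelial markers, 0 passed with sorbate and 9 when adjusted over the list alone, with a median of 0.75, 0 and 2 with benzoate (0.55) and 0 and 0 with nitrite (0.30). Of 19 interferon response genes, 2 rose with sorbate and 11 when adjusted over the list alone (0.69), against 1 and 3 with benzoate (0.54) and 0 and 0 with nitrite (0.10). For sorbate, the adjusted p from camera in limma was 3.87e-09 and 1.52e-11 (adjusted p = 0.0884 and 0.0618 with an estimated correlation), and for benzoate it was 2.52e-08 and 3.15e-10 (adjusted p = 0.114 and 0.0834 with an estimated correlation). For nitrite it was 2.53e-05 and 0.275 (adjusted p = 0.499 and 0.826 with an estimated correlation). Relative to the fructose mean, the median of the endothelial markers was 0.29, 0.42 and 0.34 on the nitrite arrays, 0.25, 0.71 and 0.90 on the benzoate arrays, of which only 2 and 3 have a low Y-linked signal, and −0.22, 0.10 and 0.18 on the fructose arrays. With nitrite 2 cholesterol synthesis genes were lower when adjusted over the list alone, at a median of −0.51 (adjusted p from camera in limma 1.58e-07, and adjusted p = 0.499 with an estimated correlation). Hsd17b6, a steroid dehydrogenase, stood at 2.27 and Mfsd2a, a lipid transporter, at 2.17, neither past the FDR (adjusted p = 0.903 and 0.903 in limma). Marker lists of other cells or processes in fructose against water gave 3 higher of 18 for hepatocytes, 3 higher and 2 lower of 20 for stellate cells, 2 lower of 8 for cholangiocytes, 0 of 3 for red blood cells and 2 lower of 19 for the cell cycle. The cholangiocyte markers Epcam and Cftr lay under the median of the negative controls on all 3 fructose arrays, and no fold could be given for them.

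Time of day of tissue collection was tested on the clock genes in fructose against water: 4 of 16 passed the FDR, between the bounds of 3 and 8 set before the data were examined, so the test leaves open whether the time differed. A lower share of macrophages was tested on the median of their markers, which was −0.82 and below the bound of −0.5, so fewer macrophages in the livers on fructose alone may be a part of the falls, while 6 endothelial markers rose in the same comparison; against water the median was −0.03 with benzoate, −0.48 with nitrite and −0.06 with sorbate.

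The scores on PC1 and the hybridization controls of the 12 fructose-fed arrays had a Pearson correlation of −0.556 (p = 0.0595) and a Spearman correlation of −0.378 (p = 0.228). Without the 2 arrays farthest out the Pearson correlation was −0.282, and within groups it was −0.810.

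Each comparison of 3 arrays with 3 allows 10 splits, which are too few for a share under 0.05. A count as large as the real one came from 1 of 10 splits for fructose against water (3452 in limma, highest other 0), 1 for benzoate (4842, highest other 2), 1 for nitrite (4966, highest other 0) and 1 for sorbate against water (5065, highest other 0). Against fructose it came from 2 splits for benzoate (3, highest other 3), 10 for nitrite (0, highest other 0) and 1 for sorbate (141, highest other 0), and at an unadjusted p from 3 (326, highest other 348), 1 (104, highest other 64) and 1 (666, highest other 89). Between preservatives it came from 10 splits for sorbate and benzoate (0, highest other 1), 1 for sorbate and nitrite (82, highest other 1) and 10 for benzoate and nitrite (0, highest other 9), where 89, 438 and 207 probe sets passed at an unadjusted p.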
